# Identification of molecular pathways affected by pterostilbene, a natural dimethylether analog of resveratrol

**DOI:** 10.1186/1755-8794-1-7

**Published:** 2008-03-20

**Authors:** Zhiqiang Pan, Ameeta K Agarwal, Tao Xu, Qin Feng, Scott R Baerson, Stephen O Duke, Agnes M Rimando

## Abstract

**Background:**

Pterostilbene, a naturally occurring phenolic compound produced by agronomically important plant genera such as *Vitis *and *Vacciunium*, is a phytoalexin exhibiting potent antifungal activity. Additionally, recent studies have demonstrated several important pharmacological properties associated with pterostilbene. Despite this, a systematic study of the effects of pterostilbene on eukaryotic cells at the molecular level has not been previously reported. Thus, the aim of the present study was to identify the cellular pathways affected by pterostilbene by performing transcript profiling studies, employing the model yeast *Saccharomyces cerevisiae*.

**Methods:**

*S. cerevisiae *strain S288C was exposed to pterostilbene at the IC_50 _concentration (70 μM) for one generation (3 h). Transcript profiling experiments were performed on three biological replicate samples using the Affymetrix GeneChip Yeast Genome S98 Array. The data were analyzed using the statistical methods available in the GeneSifter microarray data analysis system. To validate the results, eleven differentially expressed genes were further examined by quantitative real-time RT-PCR, and *S. cerevisiae *mutant strains with deletions in these genes were analyzed for altered sensitivity to pterostilbene.

**Results:**

Transcript profiling studies revealed that pterostilbene exposure significantly down-regulated the expression of genes involved in methionine metabolism, while the expression of genes involved in mitochondrial functions, drug detoxification, and transcription factor activity were significantly up-regulated. Additional analyses revealed that a large number of genes involved in lipid metabolism were also affected by pterostilbene treatment.

**Conclusion:**

Using transcript profiling, we have identified the cellular pathways targeted by pterostilbene, an analog of resveratrol. The observed response in lipid metabolism genes is consistent with its known hypolipidemic properties, and the induction of mitochondrial genes is consistent with its demonstrated role in apoptosis in human cancer cell lines. Furthermore, our data show that pterostilbene has a significant effect on methionine metabolism, a previously unreported effect for this compound.

## Background

Pterostilbene is a naturally-occurring phytoalexin identified in several plant species. It belongs to a group of phenolic compounds known as stilbenes, and is found in the heartwood of sandalwood (*Pterocarpus santalinus*) [1] and *P. marsupium *[2]. It was also identified in the leaves of *Vitis vinifera *[3], in infected grape berries of var. Chardonnay and Gamay [4], and in healthy and immature berries of var. Pinot Noir and Gamay [5]. Pterostilbene has also been found in berries of some *Vacciunium *species [5]. Pterostilbene, one of the most extensively studied secondary metabolites found in grapes and wine, is a dimethylether analog of resveratrol that is well known for its hypolipidemic activity. A considerable amount of research effort has been expended to address the biochemical and physiological effects of pterostilbene in animal and microbial systems. For example, the antioxidative activity of pterostilbene was first demonstrated *in vitro *by its inhibition of methyl linoleate oxidation [6]. Pterostilbene was reported to scavenge 1,1-diphenyl-2-picryl-hydrazyl (DPPH) free radicals and to inhibit the oxidation of citronellal, and lipid peroxidation in rat liver microsomes and in cultured human fibroblasts [7]. Pterostilbene isolated from *Anogeissus acuminata *(Family Combretaceae) is cytotoxic against a number of cancer cell lines, including human breast cancer and murine lymphoid neoplasma cells [8,9]. More recently, it has been demonstrated that pterostilbene can reduce cholesterol levels *in vivo *in hamsters through the activation of the peroxisome proliferator-activated receptor α (PPARα) [10]. Pterostilbene has been reported to reduce glucose and increase plasma insulin levels significantly in normal and diabetic rats [11]. Furthermore, pterostilbene has been shown to be cancer-chemopreventive [8,12] and anti-inflammatory [13].

Investigation of the pathogen-host interactions of *Vitis vinifera *has led to the hypothesis that resistance is not due to preformed physical or chemical factors, but rather to an active defense mechanism that is triggered by the pathogen, of which stress metabolites including resveratrol, α-viniferin and ε-viniferin are an important component [14]. Pterostilbene, produced in leaf tissues by various species of the *Vitaceae *family following fungal infection, proved to have more potent antifungal activity than resveratrol (reviewed in [3,15,16]). However, the mechanism by which pterostilbene inhibits fungi is not well understood. Results from early studies suggested that the biological activities of the compound mainly involved effects on the plasma membrane [5,17], and destruction of ribosomes, endoplasmic reticulum, and mitochondrial membranes [17]. Further information on its precise mechanism of action would be useful not only for its potential development as a drug, but also in understanding its ecological significance to producing plant species. In the present study, using transcript profiling analysis, we monitored the gene expression profile of yeast cells treated with pterostilbene in an effort to identify the molecular pathways affected by this compound.

## Methods

### Yeast strains and media

*S. cerevisiae *S288C (*MATα, SUC2, mal, mel, gal2, CUP1, flo1, flo8-1*), obtained from ATCC (Manassas, VA), was used in the microarray experiments. The deletion strains and the isogenic wild type strain (BY4742) were obtained from Open Biosystems (Huntsville, AL). Synthetic dextrose (SD) medium, containing 0.67% (w/v) yeast nitrogen base without amino acids and 2% (w/v) dextrose, was used to grow the wild type S288C strain. Standard Yeast Peptone Dextrose (YPD) medium (1% yeast extract, 2% peptone, 2% dextrose) was used to grow the deletion strains and their respective isogenic wild type control. In all cases, the medium was buffered with 0.165 M 3- [N-Morpholino]propanesulfonic acid (MOPS) (Sigma-Aldrich Corp.) and the pH was adjusted to 7.0 with NaOH.

### IC_50 _determination and yeast cultures for microarray studies

IC_50 _value (concentration of inhibitor required for 50 percent inhibition of growth) was first determined in a conventional microplate assay. The obtained IC_50 _was then further confirmed in 50-ml large-scale cultures as previously described in order to closely mimic the microarray experimental conditions [18]. For microarray experiments, a single colony of *S. cerevisiae *was inoculated into 25 ml of SD medium and grown overnight at 30°C with shaking at 200 rpm. The culture was used to inoculate 50-ml of SD medium to an A_600 _of 0.1. Three independent 50-ml cultures were grown for pterostilbene treatments. In parallel, another set of three independent cultures were grown for solvent treatments which served as the untreated controls. When the cultures reached an A_600 _of 0.2, pterostilbene was added at 70 μM concentration from a stock solution of 0.5 M dissolved in dimethyl sulfoxide (DMSO). In the control cultures, 0.25% of DMSO was simultaneously added. The cultures were allowed to grow until an A_600 _of 0.5 was reached [18]. Cells were harvested by centrifugation at 500 × *g *in a Sorvall centrifuge using a SH-3000 rotor. The cells were flash-frozen in liquid nitrogen and stored at -80°C until use.

### RNA preparation and hybridization to Affymetrix GeneChips

Total RNA was isolated using the Qiagen RNeasy^® ^Midi-kit (Qiagen, Inc., Valencia, CA) with modifications as previously described [18]. RNA was processed for target preparation using the GeneChip One-Cycle Target Labeling and Control Reagents kit (Affymetrix, Santa Clara, CA), according to the manufacturer's protocol. Microarray hybridization was performed using the Affymetrix GeneChip Yeast Genome S98 Array using protocols described by Affymetrix (Santa Clara, CA). All microarray data are deposited at the Gene Expression Omnibus as GSE10554.

### Microarray data analysis

Normalized data from the Affymetrix software were analyzed using the GeneSifter microarray data analysis system (VizX Labs LLC, Seattle, WA; [19]). This program identifies differentially expressed genes and establishes the biological significance based on Gene Ontology (GO) classification [20,21] into biological process, molecular function and cellular component. The GeneSifter program also produces *z*-score reports. A *z*-score is a statistical rating of gene ontologies and indicates whether each GO term occurs more or less frequently than expected. The differential expression of genes was calculated by averaging the normalized triplicate samples and running a pairwise analysis [22,23]. Statistical significance was determined using Student *t*-test (two tail, unpaired) with correction factor for false discovery rate (Benjamini and Hochberg) included [24]. Gene lists generated using GeneSifter were further analyzed using the *Saccharomyces *Genome Database [25].

### Quantitative real-time RT-PCR assay

To confirm the results from microarray experiments, real-time quantitative RT-PCR was carried out using the same RNA preparations that were used in the microarray experiments. Total RNA was treated with DNase I and the RT-PCR reaction was performed as described [18]. The sequences of the primers for each gene selected for the assays are listed in Table 1. Additionally, linear regression analysis as well as an F-Test to assess goodness-of-fit was performed on log_2_-transformed expression ratios (pterostilbene treated:untreated cells) obtained from real-time RT-PCR and microarray experiments (see Additional file 1: Correlation between expression ratios obtained from quantitative real-time RT-PCR and microarray experiments) using the Microsoft Excel Analysis ToolPak add-in module, and a statistically-significant (*p *< 0.05) correlation between the two methods was indicated.

**Table 1:** Gene-specific primer sequences for quantitative real-time RT-PCR analysis

**Gene name**	**Forward Primer**	**Reverse primer**	**ORF**
*BAG7*	5'-TGCTTCCAAGGTCACGTGC-3'	5'-GATGTATGGTAAAATTGTTGGAGTCAG-3'	YOR134W
*RSB1*	5'-ACCCGTTGTTGTTACCGTTTG-3'	5'-GATAGCCATCCCAACCGACA-3'	YOR049C
*UPC2*	5'-TTCGAGGACTGAAACTGGACTG-3'	5'-TCTAGGCGGTGAGATGAAACG-3'	YDR213W
*OAF1*	5'-CAGTGGTTTACGTCAGGGTCC-3'	5'-CGTTTGCTCTTTTGAACCACC-3'	YAL051W
*INO4*	5'-ATGAGGCAAAAACCGGCAG-3'	5'-TTTGTTCTTGTACGGGATCGC-3'	YOL108C
*MET3*	5'-GTGCCTCCCACTTCATTGTTG-3'	5'-GAGTTCTTACCTGGGCCCG-3'	YJR010W
*AZR1*	5'-TATTACCTGGCGTTGCTTTCG-3'	5'-TGAGAAGCGAGCATGGAACTT-3'	YGR224W
*PDR3*	5'-CTGCGGCATCAAGATCGAT-3'	5'-GCTAGGCGCAGAATGTTGTCT-3'	YBL005W
*RTG1*	5'-CAGTAAGACCGCCAGCAAAGA-3'	5'-CACCATACCCTCCGTACTCGA-3'	YOL067C
*RTG3*	5'-CAATTGGGAGCCACCGTTAT-3'	5'-CCAGCATGATTGTGGTTACCG-3'	YBL103C
*RLM1*	5'-AAATACCGGGCTGACTCCATAC-3'	5'-GTGCCTAGTGGTGTTTGAGCAG-3'	YPL089C

### Sensitivity assays with yeast mutants

Cells were grown overnight in YPD broth (pH 7.0, MOPS buffered) until the optical density of 3.0 at A_600 _was reached. For mutants, G418 at the concentration of 200 μg/ml was added to the broth. Seven serial 1:5 dilutions of the overnight cultures were prepared in appropriate medium and plated on YPD agar containing either 110 μM of pterostilbene or 1% DMSO as control. The plates were photographed after incubating for 2 days at 30°C.

## Results

### IC_50 _determination in *S. cerevisiae*

Pterostilbene is known to possess strong antifungal activity [16]. 

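Transcript levels were measured in *S. cerevisiae* S288C, a haploid laboratory strain of mating type alpha, with the Affymetrix GeneChip Yeast Genome S98 array. There were 6 arrays, 3 from independent cultures given 70 μM pterostilbene and 3 from independent cultures given the solvent, dimethyl sulfoxide (DMSO), at 0.25%. Compound or solvent was added at an absorbance of 0.2 and cells were harvested at an absorbance of 0.5. The paper chose the dose by its inhibition of growth, so the pterostilbene cultures may have reached this density later. Effects of slower growth or of harvest time cannot be told apart from a direct effect of the compound. At the stated stock of 0.5 M, this dose brings in 0.014% DMSO, and the paper's text does not say whether more was added to these cultures.
The deposited values are 9335 signals per array, each the brightness, on a linear intensity scale, that the Affymetrix software computed for a probe set, a group of short oligonucleotides for a transcript. The authors' software had scaled each array, and the mean without the lowest and highest 2% of signals was 500.4 to 500.5 on every array. The median signal was 119 to 124 on the control arrays and 162 to 170.2 on the pterostilbene arrays. Pearson correlations of the log2 signals were 0.965 to 0.969 among control arrays, 0.967 to 0.975 among pterostilbene arrays and 0.914 to 0.924 between the groups. Poly-A control transcripts, bacterial RNAs that a labelling kit provides for spiking into total RNA, were 5.30-fold higher on the pterostilbene arrays, whereas the hybridization controls, added after labelling, differed by 1.08-fold.
The 60 control probe sets were set aside and the other 9275 were tested. The platform annotation gave a single gene for 6504 of them, which left 5656 genes, each represented by its brightest probe set. Differences in log2 signal, with their standard error (SE), come from limma's moderated test with Benjamini-Hochberg adjustment, and a gene is said to have risen or fallen where its adjusted p is under 0.05. Gene lists of pathways and regulons, 46 in all, were written before the deposited signals were examined. The ratios in the paper's tables and additional files, which come from these same arrays, had been seen by then, so the lists were not blind to the data. The lists were compared with the other genes by camera at a preset inter-gene correlation of 0.01, with adjustment over the lists. Camera called 27 lists. With a correlation estimated from the arrays it called 0, with 14 at an unadjusted p under 0.05, and limma's fry called 41.
The median gene was higher by 0.22 on the log2 scale with the signals as deposited. This shift became -0.13 after quantile normalization, -0.23 after centring each array on its median and 0.45 after centring on housekeeping reference genes, so directions of gene groups were compared under these scalings. Scaling on the poly-A controls was not tried, so directions here are relative to the other transcripts measured and not to total RNA. The number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1.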

In this study, in order to investigate how pterostilbene functions in fungal cells, we determined the consequences of exposure to this compound by monitoring the whole-genome transcriptional response in the model yeast *Saccharomyces cerevisiae*. We made use of *S. cerevisiae *since it has been extensively used for elucidating the molecular targets of antifungal and therapeutic compounds (reviewed in [26,27]). We first determined the IC_50 _value for pterostilbene in *S. cerevisiae *cells using a combination of microplate-based and large-scale culture assays as previously described [18]. The IC_50 _was determined to be 70 μM based on the average value from four independent experiments (Figure 1), and this concentration was used for subsequent microarray studies.

**Figure 1:**
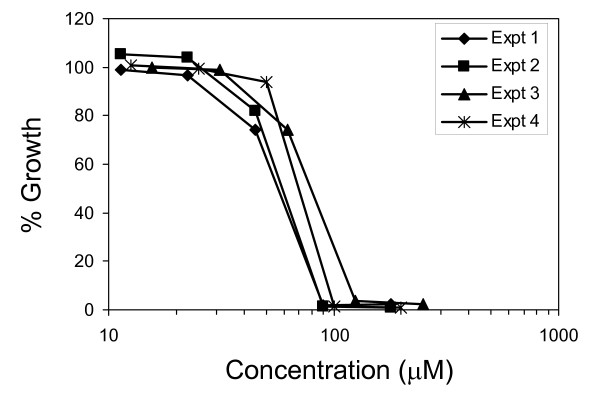
Determination of IC_50 _concentration for pterostilbene in yeast cells. Results are shown from a microtiter assay (experiment 1) and three independent assays performed in large scale cultures (experiment 2–4) as described in "Methods".

### Categories of genes responding to pterostilbene

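Among the 10 deepest falls were those of *CLB6*, an S-phase cyclin, with a log2 fold change of -3.02 (SE 0.55, adjusted p = 0.0069), *CLB1*, a mitotic cyclin, with -2.66 (SE 0.37, adjusted p = 0.0029), and *HO*, the endonuclease of mating-type switching, with -2.6 (SE 0.15, adjusted p = 1.9e-04). The pterostilbene signals of *CLB6* were 2.50, 8.60 and 9.60, at the level of control probe sets for sequences that yeast lacks, so its 8.08-fold fall and its place in this order rest on background. The fall was 5.26-fold without pterostilbene replicate A and 3.7-fold after a pseudocount of 8.7 was added to every signal. *ZPS1*, a zinc-regulated gene, had a log2 fold change of -2.96 (SE 0.11, adjusted p = 9.9e-05), *WSC4*, a cell wall sensor family gene, -3.01 (SE 0.16, adjusted p = 1.8e-04), and *SEO1*, a putative permease, -2.60 (SE 0.19, adjusted p = 3.8e-04). The others of these deepest falls were *MF(ALPHA)2*, *SAG1*, *SAM3* and *STE3*.
Of 5656 genes, 2025 rose, 1041 fell and 2590 did not pass the test. At least 2-fold, 959 genes were higher and 225 were lower. All 3 pterostilbene signals lay above all 3 control signals for 44.2% of the genes and below them for 24.5%, where chance gives 10% for both together. After quantile normalization 522 genes were higher and 477 lower at least 2-fold.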

Our results demonstrate that pterostilbene significantly (*p *< 0.05) affected the expression of over a thousand genes under our experimental conditions, with the up- and down-regulation of 1007 and 182 genes, respectively (see Additional file 2: List of all significant pterostilbene-responding genes). The most immediate observation is the very high fraction of up-regulated genes, indicating many different biological processes are affected by pterostilbene (Table 2). Of these, 44 genes were up-regulated more than 10-fold. 

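Genes with higher signals made up 81.0% of those changed at least 2-fold. The share was 52.3% after quantile normalization and 39.3% after median centring, where most changed genes were lower, and 91.5% after reference gene centring. Genes of low signal moved up and genes of high signal moved down on the deposited scale. Among the dimmest 10% of the genes the median log2 fold change was 0.73, with 161 genes higher and 7 lower at least 2-fold. Among the brightest 10%, the median was -0.37, with 27 higher and 47 lower at least 2-fold. After quantile normalization these medians were -0.01 and -0.17.

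**Figure D1:**
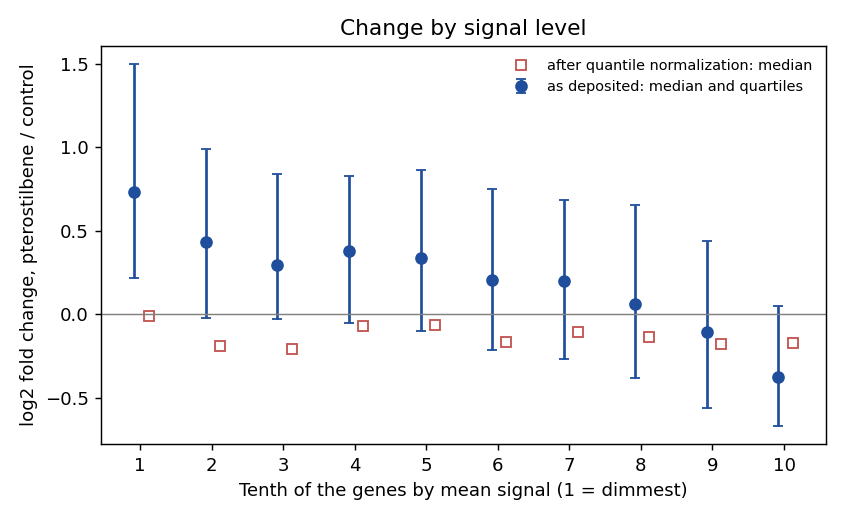
Log2 fold change of pterostilbene over control for each 10% of the genes by mean signal, from the dimmest at the left. Circles and bars are medians and quartiles over genes with the signals as deposited, which run from 0.73 to -0.37, and squares are medians after quantile normalization, which lie between -0.21 and -0.01.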

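With the signals as deposited, the largest rises were in *RSB1*, a translocase of sphingoid long-chain bases, *BAG7*, *SUP51*, which encodes a tRNA, *PUG1* and *AZR1*, followed by *CIS1*, *YGR035C*, *XBP1*, *HSP12* and the mitochondrial gene *Q0255*. *PUG1*, a plasma membrane transporter of protoporphyrin and heme, had a signal of 35.8 ± 7.53 in the controls and 2564 ± 189 with pterostilbene (SD, n = 3 each), a log2 fold change of 6.18 (SE 0.18, adjusted p = 8.1e-05). The fold change of *Q0255* was 39.3, 79.8 without control replicate A and 22.1 without control replicate B. *SUP51* had a log2 fold change of 6.87 (SE 0.26, adjusted p = 9.9e-05) and *Q0255* 5.30 (SE 0.96, adjusted p = 0.0069), both from control signals near the bottom of the scale, at 4.50 ± 1.13 and 3.83 ± 4.59 (SD, n = 3 each). After a pseudocount was added to every signal the order changed, with *RSB1* at 66.3-fold, *PUG1* at 58.2-fold, *CIS1* at 57.7-fold and *AZR1* at 57.1-fold, above *SUP51* at 39.9-fold, *BAG7* at 29.4-fold and *Q0255* at 7.99-fold.
In all, 98 genes rose at least 10-fold. Of these, 53 encode tRNAs and 38 are nuclear protein-coding genes. Of 91 tRNA genes measured, 87 rose and none fell, and each of those that rose did so at least 2-fold, with 85 rising after quantile normalization. Their median fold change was 11.8. On the same arrays the poly-A control transcripts, which are not RNA of the cells, were 5.30-fold higher and control probe sets of ribosomal RNA 6.52-fold higher, so the rise is not shown to be a response of the cells. All 4 genes of spliceosomal RNAs measured, *SNR6*, *SNR7-L*, *SNR14* and *SNR19*, rose under each scaling, 33 of 57 snoRNA genes rose and 2, *SNR13* and *SNR63*, fell, with 24 rising and 7 falling after quantile normalization, and RNase P RNA had a log2 fold change of 3.47. Classes are those of the RefSeq gene table, and this grouping was made after the values were seen. *SNR13* did not pass the test after reference gene centring.

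**Figure D2:**
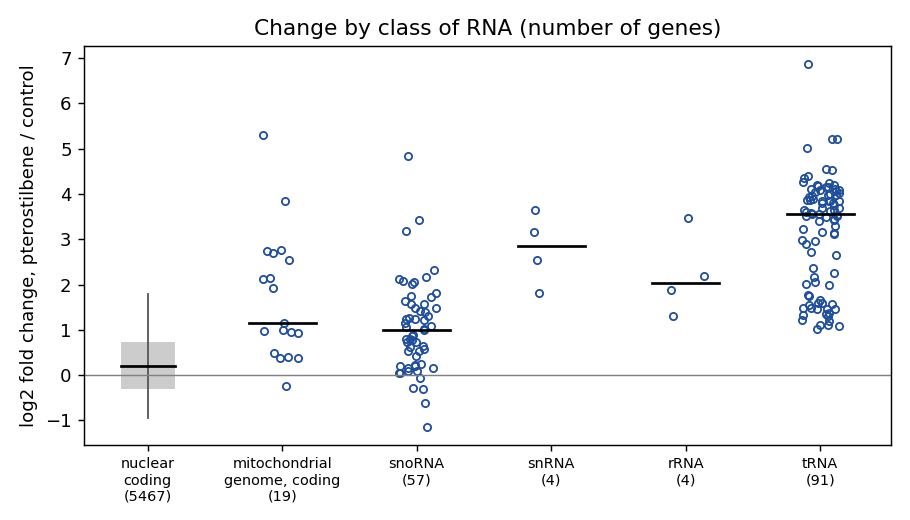
Log2 fold change of pterostilbene over control by class of RNA, with the number of genes under each class. The box and line for nuclear protein-coding genes span the quartiles and the 5th to 95th percentile, circles are single genes, and black bars are medians, which are 0.20 for nuclear protein-coding genes and 3.56 for tRNA genes.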

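Most changes of at least 2-fold stayed under 5-fold, with 742 genes higher and 213 lower in this range. Between 5-fold and 10-fold, 119 genes were higher and 10 were lower. A further 90 genes were higher by 10-fold to 50-fold, 5, *PUG1*, *AZR1*, *CIS1*, *YGR035C* and *XBP1*, by 50-fold to 100-fold and 3 by at least 100-fold, the last being *RSB1*, *BAG7* and *SUP51*. These 3 rose from control signals of 7.93, 2.5 and 4.50, and after a pseudocount their folds were 66.3, 29.4 and 39.9, while after quantile normalization or median centring 1, *RSB1*, reached 100-fold. The 2 genes that fell at least 10-fold were *MF(ALPHA)2*, a gene for the alpha-factor pheromone, and *SAG1*, the alpha-agglutinin. Counted over protein-coding genes alone, 689 were higher and 212 lower between 2-fold and 5-fold, and 105 were higher between 5-fold and 10-fold.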

The majority of the genes showed fold-changes ranging between 2.0 to 5.0, while approximately 200 genes showed fold-changes of 5.0 to10.0 (Table 2).

**Table 2:** Distribution of differentially expressed genes based on fold-change of expression

**Threshold**	**Number of differentially expressed genes**	**Number of genes up-regulated**	**Number of genes down-regulated**
≥ 2 to <5-fold	1032	863	169
≥ 5 to <10-fold	113	102	11
≥ 10 to <50-fold	37	35	2
≥ 50-fold to <100-fold	5	5	0
≥ 100-fold	2	2	0

To explore the biological significance of the observed transcriptome response to pterostilbene, a *z*-score report was generated (Table 3) using the GeneSifter software [19]. A positive *z*-score indicates that more genes than expected by chance alone fulfill the criterion in a specific ontology term, while a negative *z*-score indicates that the term occurs less frequently than expected [22]. Pterostilbene affected the expression of genes that were associated with a diverse array of biological, molecular and cellular ontologies. 

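Genes of protein folding rose together. Of 22 genes of cytosolic chaperones and heat shock proteins, 18 rose, none fell and 4 did not pass the test (18 higher and 0 lower when adjusted over the list alone). *SSA4*, a stress-induced Hsp70, had a log2 fold change of 4.68 (SE 0.16, adjusted p = 9.9e-05), *HSP26*, a small heat shock protein, 3.3 (SE 0.18, adjusted p = 1.8e-04), *APJ1*, a J-domain cochaperone, 3.30, and *BTN2*, a factor of protein aggregate sorting, 3.12. The members that did not pass were *HSC82* (0.05), *SSA1* (0.21), *SSA2* (0.05) and *YDJ1* (0.09). After quantile normalization all 22 rose, and median centring gave 15 higher and 3 lower. The list stood above the other genes (camera adjusted p = 2.7e-05, and adjusted p = 0.37 with an estimated correlation).
Of 16 genes of mitochondrial chaperones and proteases, 11 rose, led by *MDJ1* (2.87), *HSP78* (2.7), *HSP10* (2.1) and *SSC1* (1.24) on the log2 scale, and 1, *ZIM17* (-0.48), fell (12 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.019, and adjusted p = 0.17 with an estimated correlation). After median centring 6 rose and 2 fell, with the median going from 0.67 to 0.22, and after reference gene centring 13 rose and none fell, *ZIM17* not passing. Of 34 targets of the general stress factors Msn2p and Msn4p, 22 rose and 5 fell (23 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.013, and adjusted p = 0.33 with an estimated correlation), with 16 higher and 7 lower after median centring and 25 and 3 after reference gene centring. *XBP1*, a transcriptional repressor, had a log2 fold change of 5.74 (SE 0.14, adjusted p = 5.5e-05) from a low control signal of 11.9 ± 1.71 (SD, n = 3), *HSP12*, a membrane-associated stress protein, 5.60 (SE 0.30, adjusted p = 1.8e-04), *YGP1*, a secreted glycoprotein, 4.19, and *NQM1*, a transaldolase, 2.10. Those that fell were *GSY1* (-1.07), *GSY2* (-0.87), *GLC3* (-0.74), *PGM2* (-0.32) and *SOL4* (-0.56), and after reference gene centring *PGM2* (adjusted p = 0.51) and *SOL4* (adjusted p = 0.065) did not pass.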

As shown in Table 3, the most significantly enriched ontologies identified for the up-regulated genes included "response to drug," "regulation of transcription from PolII promoter," "mitochondrion organization and biogenesis," and "protein folding," with *z*-up scores of 5.05, 2.4, 2.12, and 4.24 respectively (Table 3, under Biological Process). Related processes were also significantly over-represented under Molecular Function, as represented by the following categories: "ABC transporter activity," "transcription factor activity," "ATPase activity," "peptidase activity," and "chaperone activity," with *z*-scores of 3.02, 4.67, 2.24, 2.12, and 3.56 respectively (Table 3, under Molecular Function). 

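Among subunits of the proteasome, the main cytosolic peptidase complex, more genes rose than fell with the signals as deposited. Of 34 subunit genes, 18 rose, 1 fell and 15 did not pass the test (18 higher and 1 lower when adjusted over the list alone), and after median centring, which lowers all genes, 7 rose and 4 fell. The largest rises were in *RPN2* (1.4), *RPN12* (1.2), *PRE8* (0.90) and *RPN6* (0.88) on the log2 scale, and *PUP1*, a catalytic core subunit, fell (-0.56). The list stood above the other genes (camera adjusted p = 0.0043, and adjusted p = 0.37 with an estimated correlation). *PUP1* did not pass the test after reference gene centring.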

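Genes of amino acid synthesis that the transcription factor Gcn4p controls moved down on the deposited scale. Of 46 measured, 25 fell, 3 rose and 18 did not pass the test (3 higher and 25 lower when adjusted over the list alone). The deepest falls were in *SER2* (-2.0) and *SER33* (-1.81), both of serine synthesis, *LYS9* (-1.52), of lysine synthesis, and *THR1* (-1.22), homoserine kinase, on the log2 scale. *ILV5* (0.65), *SER3* (0.96) and *ASN1* (0.37) rose with the signals as deposited, and after median centring they did not pass the test. Against the other genes the list was lower (camera adjusted p = 1.4e-06, and adjusted p = 0.17 with an estimated correlation), but camera's adjusted p was 0.11 after quantile normalization (5.8e-07 to 0.17 over all alternatives), where 16 fell and 6 rose.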

Among the down-regulated genes, terms associated with the biological process "amino acid and derivative metabolism" (specifically, the subcategory of "methionine metabolism"), and the cellular component "cell wall" were over-represented with *z*-scores of 5.08 and 8.22, respectively.

**Table 3:** *Z*-score reports for selected gene ontologies represented in the transcription profile of pterostilbene-treated yeast cells

**Ontology**	**Genes**	**Up**	**Down**	**Array**	***z*-up**	***z*-down**
Biological process						
Biosynthesis	150	104	**46**	871	-2.73	**2.7**
Response to stress	83	**76**	7	365	**3.35**	-1.92
*Response to drug*	*13*	***13***	*0*	*26*	***5.05***	*-1.01*
Amino acid and derivative metabolism	42	22	**20**	189	-1.27	**5.08**
*Sulfur amino acid metabolism*	*14*	*2*	***12***	*30*	*-1.27*	***10.5***
*Aspartate family amino acid metabolism*	*14*	*1*	***13***	*41*	*-2.25*	***9.48***
*Methionine metabolism*	*11*	*0*	***11***	*21*	*-1.92*	***11.78***
Regulation of transcription from Pol II promoter	40	**36**	4	169	**2.4**	-0.96
Reproduction	32	18	**14**	176	-1.77	**3.01**
Ion transport	27	18	**9**	104	0.71	**2.68**
Regulation of cell cycle	24	15	**9**	122	-0.81	**2.15**
Mitochondrion organization and biogenesis	20	**18**	2	77	**2.12**	-0.53
Protein folding	19	**17**	2	46	**4.24**	0.22
Molecular function						
Transferase activity	99	67	**32**	604	-2.76	**2.11**
Transporter activity	87	63	**24**	406	0.49	**2.36**
*Ion transporter activity*	*27*	*18*	***9***	*121*	*0.05*	***2.13***
*Organic acid transporter activity*	*12*	*7*	***5***	*46*	*0.1*	***2.52***
*ATP-binding cassette (ABC) transporter activity*	*10*	***10***	*0*	*29*	***3.02***	*-1.08*
Oxidoreductase activity	59	38	**21**	236	0.63	**4.23**
ATPase activity	33	**33**	0	158	**2.24**	-2.56
Peptidase activity	25	**25**	0	116	**2.12**	-2.18
Chaperone activity	24	**24**	0	85	**3.56**	-1.86
Transcription factor activity	21	**20**	1	54	**4.67**	-0.76
Kinase regulator activity	12	5	**7**	36	-0.14	**4.93**
Cellular component						
Mitochondrion	161	**148**	13	644	**6.1**	-2.23
Plasma membrane	57	38	**19**	215	1.13	**4.31**
Endoplasmic reticulum	52	**37**	15	364	**-2.68**	0.63
Cytosol	38	**26**	12	390	**-4.8**	-0.51
Cell wall	36	18	**18**	95	1.09	**8.22**
Chromosome	22	**14**	8	182	**-2.81**	0.64
Cytoskeleton	22	**16**	6	194	**-2.68**	-0.34

*Z*-scores were determined using GeneSifter software. Criteria for inclusion in the table were an ontology having a *z*-score ≥ 2 or ≤ -2 and containing ≥ 10 genes. Genes, number of genes differentially expressed within the assigned ontology; array, the number of genes on the microarray assigned to the particular gene ontology. Sub-categories within a given ontology are shown in italics. Significant *z*-scores and corresponding numbers of genes in each category are shown in bold.

As mentioned, pterostilbene is involved in fatty acid and lipid catabolism through activation of the peroxisome proliferator-activated receptor α (PPARα) [10]. 

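Genes of fatty acid synthesis went both ways. Of 16 genes of fatty acid synthesis, elongation and desaturation, 7 fell, 4 rose and 5 did not pass the test (4 higher and 7 lower when adjusted over the list alone), with 4 higher and 10 lower after median centring. The fatty acid elongases *ELO2*, *ELO1* and *ELO3* had log2 fold changes of -1.66, -1.60 and -0.92, and *FAS2*, a subunit of fatty acid synthase, had -0.97. The members that rose included *HFA1*, the mitochondrial acetyl-CoA carboxylase, with a log2 fold change of 0.92 (SE 0.13, adjusted p = 0.0028), and *FAA4*, an acyl-CoA synthetase, with 0.97 (SE 0.11, adjusted p = 0.0013). Against the other genes the list was lower (camera adjusted p = 0.025, and adjusted p = 0.39 with an estimated correlation), and camera's adjusted p was 0.54 after quantile normalization (0.0064 to 0.54 over all alternatives).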

With respect to the gene ontology analysis (Table 3), the effect on lipid metabolism by pterostilbene was observed to be less statistically significant, however further examination revealed several important genes associated with lipid metabolism within the microarray data (Table 4). These included several genes involved in fatty acid breakdown including *FOX2 *(multifunctional beta-oxidation protein), *ECI1 *(peroxisomal Δ3, Δ2-enoyl-CoA isomerase), and *OAF1 *(oleate-activated transcription factor). In addition, many genes involved in the biosynthesis of fatty acids, phospholipids and sphingolipids were up-regulated by pterostilbene treatment, as well as 8 genes involved in the regulation of lipid metabolism. 

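*FOX2* and *OAF1* rose under every scaling, and *ECI1* rose except after quantile normalization. *FOX2* had a signal of 117 ± 14.1 in the controls and 340.2 ± 43.6 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.54 (SE 0.15, adjusted p = 8.3e-04) in limma. The signal of *ECI1* was 63.5 ± 2.7 in the controls and 128 ± 24.9 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.00 (SE 0.17, adjusted p = 0.0055), and its adjusted p was 0.073 after quantile normalization and 9.7e-04 to 0.073 over all alternatives. *OAF1* had a signal of 195 ± 23.8 in the controls and 368 ± 29.5 with pterostilbene (SD, n = 3 each), a log2 fold change of 0.92 (SE 0.13, adjusted p = 0.0033).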

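All 38 genes of Table 4 changed, 30 up and 8 down, with 26 up and 8 down after quantile normalization. The study chose these genes on the same arrays, so their directions are not independent evidence. Among them, *INO1*, the inositol-3-phosphate synthase, had a log2 fold change of 3.24 (SE 0.14, adjusted p = 1.1e-04) and *IPT1*, of sphingolipid synthesis, 2.6 (SE 0.10, adjusted p = 9.9e-05), while *DPM1*, dolichol phosphate mannose synthase, fell (-1.32).
In the gene lists the members went both ways. Of 26 genes of phospholipid synthesis, 6 rose and 7 fell (6 higher and 8 lower when adjusted over the list alone), with 2 and 7 after quantile normalization and 2 and 13 after median centring, which turned to 9 and 4 after reference gene centring (camera adjusted p = 0.24, and adjusted p = 0.43 with an estimated correlation). The median was 0.05, while camera placed the list below the other genes. Besides *INO1*, those that rose were *PAH1* (1.06), *OPI1* (0.80), *PCT1* (0.70) and *GPT2* (0.46) on the log2 scale, with *INO4*, and the deepest falls were in *AYR1* (-1.54), *PSD1* (-1.16), *CHO1* (-0.98) and *PIS1* (-0.89) on the log2 scale. Of 28 genes of sphingolipid metabolism, 10 rose and 8 fell (11 higher and 8 lower when adjusted over the list alone), which turned to 9 and 11 after quantile normalization and 7 and 14 after median centring (camera adjusted p = 0.52, and adjusted p = 0.83 with an estimated correlation). The median was 0.10 and the mean 0.39, while camera placed the list below the other genes. *LCB5* (1.81) and *SUR1* (1.70) rose with *RSB1* and *IPT1*, and *LCB2* (-1.15), *TSC10* (-1.36), *LIP1* (-0.56), *LCB3* (-0.53), *ISC1* (-0.86) and *ORM1* (-0.97) fell with *ELO2* and *ELO3*. *OPI1*, *PCT1*, *GPT2* and *INO4* did not pass the test after quantile normalization or median centring, nor did *LIP1* and *LCB3* after reference gene centring.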

The latter include *OAF1 *(involved in regulation of beta-oxidation of fatty acids) [28,29], *UPC2 *(involved in regulation of sterol biosynthesis and transport) [30], and *INO4 *(involved in regulation of phospholipid metabolism) [31]. Furthermore, two additional genes, *MGA2 *and *SPT23*, encoding endoplasmic reticulum membrane proteins, Spt23p and Mga2p, respectively, were also up-regulated. 

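*UPC2* had a signal of 44.4 ± 13.0 in the controls and 368 ± 33.5 with pterostilbene (SD, n = 3 each), a log2 fold change of 3.1 (SE 0.24, adjusted p = 4.3e-04). The signal of *INO4* was 85.7 ± 22.7 in the controls and 172 ± 17.2 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.04 (SE 0.22, adjusted p = 0.013), with an adjusted p of 0.080 after quantile normalization and 0.073 after median centring, and 0.0019 to 0.080 over all alternatives. Of 14 genes of sterol uptake and the anaerobic cell wall that Upc2p is known to activate, *UPC2* included, 4 rose and none fell (4 higher and 0 lower when adjusted over the list alone), with 4 higher and 1 lower after quantile normalization and 9 higher and 0 lower after reference gene centring (camera adjusted p = 0.26, and adjusted p = 0.46 with an estimated correlation). The others that rose were *ARE2*, an acyltransferase of sterol esters (2.0), *HES1*, an oxysterol-binding protein homolog (1.56), and *PAU23*, a seripauperin gene (1.21), on the log2 scale.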

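*MGA2* had a signal of 84.8 ± 9.76 in the controls and 162 ± 16.9 with pterostilbene (SD, n = 3 each), a log2 fold change of 0.93 (SE 0.13, adjusted p = 0.0032). *SPT23* went from 284 ± 29.7 to 558 ± 48.1 (SD, n = 3 each), a log2 fold change of 0.98 (SE 0.13, adjusted p = 0.0022). *OLE1*, the fatty acid desaturase gene, did not pass the test, with a signal of 2283 ± 131 in the controls and 2557 ± 769 with pterostilbene (SD, n = 3 each) and a log2 fold change of 0.12 (SE 0.25, adjusted p = 0.73).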

Spt23p and Mga2p regulate expression of *OLE1*, a gene encoding Ole1p, an intrinsic membrane-bound -9 fatty acid desaturase required for the synthesis of oleic acid in yeast cells [32].

**Table 4:** Pterostilbene-responsive genes involved in lipid metabolism

**Accession**	**Gene**	**Ratio**	***p*-value**	**Gene Description**
a. Lipid biosynthesis/metabolism process				
YBR004C	*GPI18*	3.1	1.28 × 10^-4^	Functional ortholog of human PIG-V
YGL126W	*SCS3*	2.4	1.06 × 10^-3^	Required for inositol prototrophy
YDR173C	*ARG82*	2.3	2.53 × 10^-4^	Inositol polyphosphate multikinase (IPMK)
YGR036C	*CAX4*	2.3	0.02	Dolichyl pyrophosphate (Dol-P-P) phosphatase
YIL124W	*AYR1*	-2.7	6.79 × 10^-4^	1-acyl dihydroxyacetone phosphate reductase
YJL153C	*INO1*	10.0	6.73 × 10^-4^	L-myo-inositol-1-phosphate synthase
YJL196C	*ELO1*	-2.8	1.18 × 10^-5^	Elongase
YKL051W	*SFK1*	4.0	4.36 × 10^-4^	Suppressor of PI Four Kinase
YMR165C	*PAH1*	2.2	1.15 × 10^-3^	Mg^2+^-dependent phosphatidate (PA) phosphatase
YMR207C	*HFA1*	2.0	3.22 × 10^-4^	Mitochondrial acetyl-coenzyme A carboxylase
YNL169C	*PSD1*	-2.1	1.93 × 10^-3^	Phosphatidylserine decarboxylase
YNL231C	*PDR16*	6.1	3.54 × 10^-4^	by the multiple drug resistance regulator Pdr1p
YNR043W	*MVD1*	-2.2	3.55 × 10^-4^	Mevalonate pyrophosphate decarboxylase
YPR183W	*DPM1*	-2.3	2.88 × 10^-4^	Dolichol phosphate mannose synthase
YKR009C	*FOX2*	3.1	7.82 × 10^-4^	Multifunctional beta-oxidation protein
YLR284C	*ECI1*	2.1	8.91 × 10^-3^	Peroxisomal Δ3, Δ2-enoyl-CoA isomerase
YML042W	*CAT2*	2.4	2.21 × 10^-4^	Carnitine O-acetyltransferase
YMR246W	*FAA4*	2.1	1.25 × 10^-4^	Long chain fatty acyl-CoA synthetase
YNR019W	*ARE2*	4.1	1.28 × 10^-4^	Acyl-CoA:sterol acyltransferase
YOR100C	*CRC1*	2.4	0.01	Carnitine transporter
YKR031C	*SPO14*	2.1	1.36 × 10^-3^	Phospholipase D
YMR008C	*PLB1*	3.9	3.37 × 10^-4^	Phospholipase B (lypophospholipase)
b. Sphingolipid metabolism				
YBR265W	*TSC10*	-2.4	5.46 × 10^-4^	3-ketosphinganine reductase
YCR034W	*FEN1*	-3.0	3.49 × 10^-4^	Fatty acid elongase
YDR062W	*LCB2*	-2.1	5.13 × 10^-4^	Component of serine palmitoyltransferase
YDR072C	*IPT1*	6.5	2.64 × 10^-6^	Inositolphosphotransferase 1
YLR260W	*LCB5*	3.7	8.66 × 10^-4^	Minor sphingoid long-chain base kinase
YOR171C	*LCB4*	2.6	8 × 10^-5^	Sphingoid long-chain base kinase
YPL057C	*SUR1*	3.5	4.67 × 10^-3^	Probable catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase
YPL087W	*YDC1*	2.2	2.93 × 10^-3^	Alkaline dihydroceramidase
c. Genes involved in the regulation of lipid biosynthesis and metabolism				
YAL051W	*OAF1*	2.0	1.1 × 10^-3^	Oleate-activated transcription factor
YDR096W	*GIS1*	4.0	2.12 × 10^-3^	Transcriptional factor
YDR213W	*UPC2*	8.8	6.78 × 10^-5^	Sterol regulatory element binding protein
YOR237W	*HES1*	3.1	4.32 × 10^-3^	Protein implicated in the regulation of ergosterol biosynthesis;
YIR033W	*MGA2*	2.0	1.53 × 10^-3^	ER membrane protein involved in regulation of OLE1 transcription
YKL020C	*SPT23*	2.1	7.73 × 10^-4^	ER membrane protein involved in regulation of OLE1 transcription
YOR049C	*RSB1*	131.8	2.23 × 10^-4^	Suppressor of sphingoid long chain base (LCB) sensitivity of an LCB-lyase mutation
YOL108C	*INO4*	2.1	5.1 × 10^-3^	Transcription factor required for derepression of inositol-choline-regulated genes

Pterostilbene exposure also resulted in a significant up-regulation of genes associated with the ontology term "response to drug" (*z*-score of 5.05 – Table 3; genes listed in Table 5). Three of these genes encode transcription factors, including *PDR3 *involved in the regulation of the pleiotropic drug resistance (PDR) response in yeast [33], *YAP1*, encoding a basic leucine zipper transcription factor required for oxidative stress tolerance [34], and *YRR1*, encoding a Zn2-Cys6 zinc-finger transcription factor that activates genes involved in multidrug resistance [35]. 

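Genes of drug response showed some of the strongest rises on the arrays. Of 20 measured genes of the regulon of the transcription factors Pdr1p and Pdr3p, all rose, 19 of them at least 2-fold, and all rose under each scaling (20 higher and 0 lower when adjusted over the list alone). Their median log2 fold change was 3.41 (camera adjusted p = 6.0e-10, and adjusted p = 0.13 with an estimated correlation). Beside *RSB1*, the largest rises were in *CIS1*, with a log2 fold change of 6.05 (SE 0.10, adjusted p = 2.7e-05), *YGR035C*, 5.87 (SE 0.20, adjusted p = 9.9e-05), and *LAF1*, 4.76 (SE 0.10, adjusted p = 5.5e-05).
All 13 genes of Table 5 rose, 12 of them at least 2-fold, and 11 rose after quantile normalization. The study chose this set on the same arrays, so it is not independent evidence. Of its other drug-responsive genes, *PDR16*, a phosphatidylinositol transfer protein, had a log2 fold change of 2.57 (SE 0.25, adjusted p = 9.4e-04), *SNG1* 1.94 (SE 0.13, adjusted p = 3.2e-04), *ROD1* 1.45 (SE 0.35, adjusted p = 0.019) and *PNT1* 0.94 (SE 0.19, adjusted p = 0.010). *ROD1* and *PNT1* did not pass the test after quantile normalization or median centring.

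**Figure D3:**
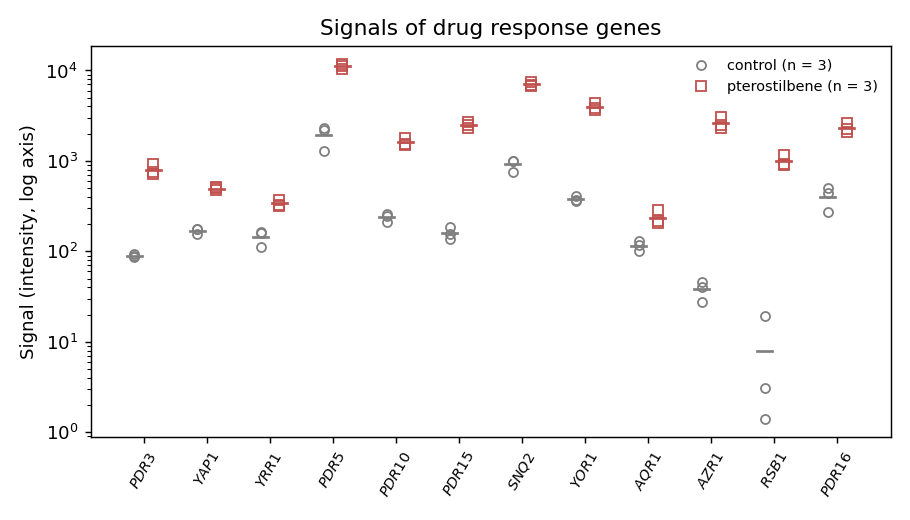
Signal of drug response genes on each array, on a log axis, with circles for the 3 control cultures, squares for the 3 pterostilbene cultures and bars at their means. In every gene shown, the 3 pterostilbene values lie above the 3 control values.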

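The signal of *PDR3* was 89.4 ± 3.4 in the controls and 802 ± 119 with pterostilbene (SD, n = 3 each), a log2 fold change of 3.15 (SE 0.13, adjusted p = 1.1e-04). That of *YAP1* was 169 ± 12.2 in the controls and 494 ± 18.5 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.55 (SE 0.10, adjusted p = 3.0e-04), and *YRR1* had 1.25 (SE 0.19, adjusted p = 0.0037). *PDR1*, the paralog of *PDR3*, had a log2 fold change of 0.36 (SE 0.09, adjusted p = 0.022), which did not pass after quantile normalization (adjusted p = 0.16) or median centring (adjusted p = 0.47), with an adjusted p of 9.4e-04 to 0.47 over all alternatives.
Of 22 genes of oxidative stress tolerance that Yap1p is known to control, *YAP1* included, 4 rose and 8 fell (4 higher and 8 lower when adjusted over the list alone), with 3 and 10 after quantile normalization and 3 and 12 after median centring, which turned to 6 and 5 after reference gene centring (camera adjusted p = 0.079, and adjusted p = 0.37 with an estimated correlation). Besides *YAP1*, *OYE3* (1.01), *CTT1* (1.17) and *GTT2* (1.24) rose on the log2 scale, encoding an NADPH oxidoreductase, cytosolic catalase and a glutathione transferase. The superoxide dismutase genes *SOD2* and *SOD1* had log2 fold changes of -0.95 and -0.58, *GLR1*, glutathione reductase, had -0.83, and *GPX2*, a peroxidase, had -0.81. *OYE3* did not pass the test after quantile normalization, nor did *CTT1* after quantile normalization or median centring.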

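*PDR5*, *SNQ2*, *YOR1*, *PDR10* and *PDR15* are ABC transporters of the plasma membrane, and all rose under each scaling. *PDR5* had a signal of 1938 ± 577 in the controls and 11086 ± 815 with pterostilbene (SD, n = 3 each), a log2 fold change of 2.6 (SE 0.25, adjusted p = 9.4e-04). *SNQ2* had a signal of 919 ± 144 in the controls and 7086 ± 407 with pterostilbene (SD, n = 3 each), a log2 fold change of 2.96 (SE 0.15, adjusted p = 1.6e-04). *YOR1* went from 379.5 ± 23.3 to 3989 ± 374 (SD, n = 3 each), a log2 fold change of 3.39 (SE 0.11, adjusted p = 9.9e-05). *PDR10* and *PDR15* had log2 fold changes of 2.75 (SE 0.13, adjusted p = 1.5e-04) and 3.96 (SE 0.14, adjusted p = 9.9e-05), and *AQR1*, a major facilitator transporter, 1.02 (SE 0.17, adjusted p = 0.0055).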

Notably, the significantly induced genes in this category were transporters, especially the ABC transporters whose function is known to be involved in multidrug resistance against a broad range of antifungal agents [36]. It should be also noted that the *AZR1 *gene, which encodes a plasma membrane protein required for adaptation to acetic acid and resistance to azole drugs such as ketoconazole and fluconazole in yeast [37], was induced by more than 73-fold (Table 5).

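*AZR1* had a signal of 38.0 ± 9.60 in the controls and 2631 ± 371 with pterostilbene (SD, n = 3 each), so all 3 pterostilbene values lay above all 3 control values. Its log2 fold change was 6.14 (SE 0.23, adjusted p = 9.9e-05), a 70.5-fold rise. Control signals were low, and with a pseudocount of 8.7 added to every signal the log2 fold change of *AZR1* was 5.83, a 57.1-fold rise.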

**Table 5:** Pterostilbene-responsive genes associated with "response to drug" gene ontology category

**Accession**	**Gene**	**Ratio**	***p*-value**	**Molecular Function**
a. Multidrug resistance ABC transporters				
YOR153W	*PDR5*	6.1	6.01 × 10^-5^	Multidrug resistance ABC transporter
YOR328W	*PDR10*	7.1	1.01 × 10^-4^	ABC transporter highly similar to Pdr5p
YGR281W	*YOR1*	10.3	1.01 × 10^-4^	Multidrug resistance ABC transporter
YDR011W	*SNQ2*	8.2	9.71 × 10^-6^	Multidrug resistance ABC transporter
b. Multidrug resistance MFS transporters				
YNL065W	*AQR1*	2.2	7.19 × 10^-3^	MFS-multidrug resistance transporter
YGR224W	*AZR1*	73.4	2.16 × 10^-4^	MFS plasma membrane transporter
c. Multidrug resistance transcription factors				
YBL005W	*PDR3*	9.5	4.22 × 10^-4^	Transcriptional activator of the PDR network
YML007W	*YAP1*	3.1	1.66 × 10^-5^	Transcription factor required for oxidative stress
YOR162C	*YRR1*	2.5	9.44 × 10^-5^	Transcription factor involved in MDR
d. Other drug-responsive genes				
YOR266W	*PNT1*	2.0	0.01	Mitochondrial protein involved in export of proteins
YNL231C	*PDR16*	6.1	3.54 × 10^-4^	Pdr17p homolog controlled by Pdr1p
YGR197C	*SNG1*	4.1	3.7 × 10^-4^	Protein involved in nitrosoguanidine resistance
YOR018W	*ROD1*	2.8	8.67 × 10^-3^	Membrane protein, resistance to *o*-dinitrobenzene

Including the transcription factors discussed above involved in the regulation of lipid metabolism and pleiotropic drug resistance, in total more than 30 transcription factors were up-regulated in response to pterostilbene (see Additional file 3: List of pterostilbene-responding genes in the "cell wall," "transcription factor activity," and "mitochondrion" categories). 

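Of 51 measured genes in the transcription factor category of Additional file 3, 50 rose and 1 fell, with 42 of the rises at least 2-fold. After quantile normalization 43 rose, 23 of them at least 2-fold. The study selected these genes on the same arrays, so the count is not independent evidence. The gene that fell is *TEC1*, a regulator of filamentous growth and Ty1 expression, with a log2 fold change of -1.59 (SE 0.11, adjusted p = 3.0e-04), named here after its value was seen. Among those that rose are the regulators of drug resistance, lipids and beta-oxidation *PDR3*, *UPC2*, *MGA2* and *OAF1*.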

Of particular interest are genes encoding transcription factors involved in mitochondrial function (*RTG1 *and *RTG2*), cell wall-related functions (*RLM1*), and methionine metabolism (*MET4 *and *MET31*), considering that these functional categories were over-represented in the gene ontology analysis (Table 3). Thus, the genes present in these functional categories include transcription factors as well as their cognate targets, suggesting the modulation of these processes, at least in part, via altered levels of these specific transcription factors in response to pterostilbene exposure.

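The signal of *RTG1* was 34.7 ± 3.13 in the controls and 69.4 ± 9.43 with pterostilbene (SD, n = 3 each), a log2 fold change of 0.99 (SE 0.14, adjusted p = 0.0029), with an adjusted p of 0.076 after quantile normalization and 4.7e-04 to 0.076 over all alternatives. *RTG2* had a signal of 454 ± 4.85 in the controls and 502 ± 80.9 with pterostilbene (SD, n = 3 each) and did not pass the test, with a log2 fold change of 0.13 (SE 0.15, adjusted p = 0.49). *RLM1* had a signal of 347 ± 34.9 in the controls and 1183 ± 149 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.77 (SE 0.14, adjusted p = 4.9e-04). *MET4* and *MET31* had log2 fold changes of 1.52 (SE 0.18, adjusted p = 0.0018) and 1.05 (SE 0.16, adjusted p = 0.0035), and both rose under each scaling.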

In the Cellular Component-based ontology analysis, genes required for mitochondrial and cell wall-related functions were also over-represented (Table 3). The cell wall category had a *z*-score of 8.22 (Table 3), and most of the genes assigned within this category were down-regulated by pterostilbene treatment (Table 3). 

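In the cell wall category of Additional file 3, 20 of 37 measured genes fell and 16 rose, with 20 falling and 13 rising after quantile normalization. The study selected these genes on the same arrays, so the count is not independent evidence.
Of 37 genes of cell wall synthesis and structure in the gene lists, 18 fell, 7 rose and 12 did not pass the test (8 higher and 20 lower when adjusted over the list alone), with 3 higher and 26 lower after median centring. The deepest falls included *UTR2*, a chitin transglycosylase, with a log2 fold change of -2.03 (SE 0.09, adjusted p = 1.3e-04), *SIM1*, with -1.64 (SE 0.21, adjusted p = 0.0023), and *GAS3*, of the glucanosyltransferase family, with -1.40 (SE 0.12, adjusted p = 6.1e-04). The genes that rose included *CHS1* (1.34) and *GSC2* (1.36), for a chitin synthase and a glucan synthase subunit, *PIR3* (1.51), for a cell wall protein, and *SED1* (0.75), *KRE6* (0.50), *EXG2* (0.38) and *CCW14* (0.42). After median centring *SED1*, *KRE6*, *EXG2* and *CCW14* did not pass, nor did *EXG2* after quantile normalization. Against the other genes the list was lower (camera adjusted p = 2.3e-04, and adjusted p = 0.33 with an estimated correlation), and after quantile normalization camera's adjusted p was 0.26 (4.2e-05 to 0.33 over all alternatives).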

The majority of these genes are involved in mating responses [e.g., *FIG1*, *FIG2*, *SAG1*, *AGA1*, *MF(ALPHA)1*, and *MF(ALPHA)2*, see Additional file 3: *op. cit*.], which is also in agreement with the over-representation of the gene ontology term "reproduction" in the Biological Process category (*z*-score of 3.01, Table 3). 

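Transcripts of the alpha mating program fell in this alpha strain. All 5 alpha-specific genes measured fell at least 2-fold under every scaling (camera adjusted p = 1.6e-05, and adjusted p = 0.12 with an estimated correlation, 5 lower when adjusted over the list alone). *MF(ALPHA)2*, a gene for the alpha-factor pheromone, had a signal of 1819 ± 67.5 in the controls and 69.3 ± 14.3 with pterostilbene (SD, n = 3 each), a log2 fold change of -4.73 (SE 0.17, adjusted p = 9.9e-05). *SAG1*, the alpha-agglutinin, had a signal of 4360.4 ± 665 in the controls and 234 ± 32.8 with pterostilbene (SD, n = 3 each), a log2 fold change of -4.22 (SE 0.16, adjusted p = 1.0e-04), and *STE3*, the receptor of a-factor, -3.06 (SE 0.13, adjusted p = 1.1e-04). *MF(ALPHA)1*, the more highly expressed alpha-factor gene, went from 12450.5 ± 236 to 5059.6 ± 555 (SD, n = 3 each), a log2 fold change of -1.30 (SE 0.12, adjusted p = 6.9e-04), and *AFB1*, the a-factor barrier gene, had -1.48 (SE 0.12, adjusted p = 5.4e-04).
Of 20 genes that pheromone induces, 11 fell, 2 rose and 7 did not pass the test (2 higher and 11 lower when adjusted over the list alone), and 17 fell and none rose after quantile normalization (camera adjusted p = 3.2e-05, and adjusted p = 0.13 with an estimated correlation). The log2 fold change was -2.3 for *AGA1*, the anchor of a-agglutinin, -1.79 for *FIG1*, -1.14 for *FIG2*, -1.92 for *PRM1* and -1.89 for *PRM6*. *PRM4* (0.41) and *ASG7*, an a-specific gene that pheromone induces, rose with the signals as deposited but not after quantile normalization or median centring, *ASG7* from a control signal of 2.9 ± 2.82 (SD, n = 3), at the level of control probe sets for sequences that yeast lacks.

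**Figure D4:**
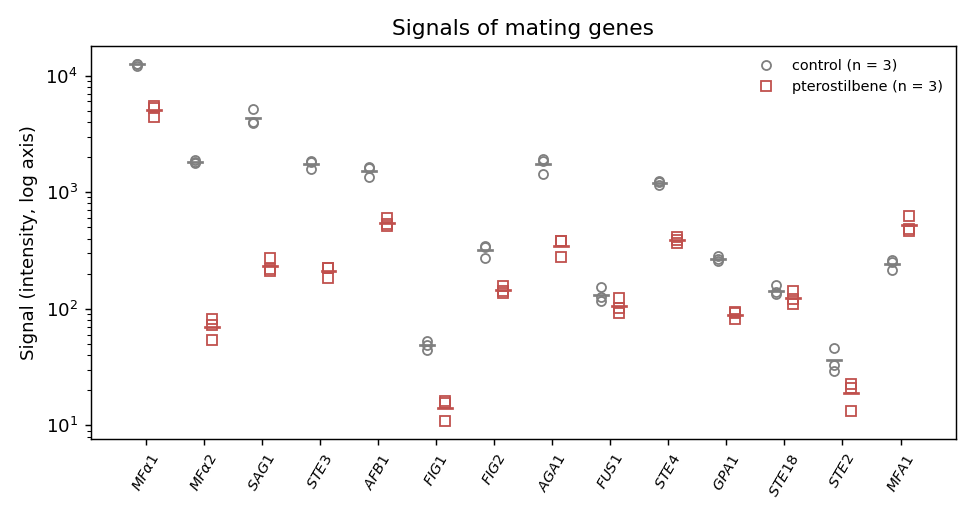
Signal of mating genes on each array, on a log axis, with circles for the 3 control cultures, squares for the 3 pterostilbene cultures and bars at their means. The alpha-specific genes at the left fell, *FUS1* and *STE18* did not pass the test on the deposited scale and were lower after quantile normalization, and *MFA1* was higher under each scaling.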

Additional down-regulated cell wall-related genes included chitin synthase 2(*CHS2*), cell wall mannoproteins (*TIP1, CWP1*) and a major exo-1,3-beta-glucanase of the cell wall (*EXG1*) (see Additional file 3: *op. cit*.). These genes are responsible for the biosynthesis of three major constituents (chitin, mannoproteins and glucan) found in yeast cell walls [38]. 

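Each of these genes fell, under every scaling. *CHS2* had a signal of 492 ± 33.0 in the controls and 227 ± 34.7 with pterostilbene (SD, n = 3 each), a log2 fold change of -1.12 (SE 0.14, adjusted p = 0.0021). *TIP1* went from 4484 ± 176 to 1811 ± 243 (SD, n = 3 each), a log2 fold change of -1.32 (SE 0.13, adjusted p = 8.7e-04). *CWP1* had a log2 fold change of -1.76 (SE 0.13, adjusted p = 4.0e-04) and *EXG1* -1.30 (SE 0.12, adjusted p = 7.4e-04).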

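*BAG7*, a target of the cell wall integrity pathway, rose 134-fold, from a control signal close to the bottom of the scale. Its signal was 2.5 ± 0.814 in the controls and 319.9 ± 33.4 with pterostilbene (SD, n = 3 each), a log2 fold change of 7.06 (SE 0.24, adjusted p = 9.9e-05), which was 4.88 after a pseudocount was added to every signal. Of 22 targets of the integrity pathway kinase Slt2p and its factor Rlm1p, 11 rose and 4 fell (12 higher and 4 lower when adjusted over the list alone), with 8 higher and 6 lower after median centring (camera adjusted p = 0.14, and adjusted p = 0.65 with an estimated correlation). The next largest rises were in *NCW2* (2.58), *RLM1* and *YPS1*, a cell surface protease (1.54), and *PIR1* (-0.77), *CIS3* (-0.43) and *SVS1* (-1.21) fell with *CWP1*. *CIS3* did not pass the test after quantile normalization or reference gene centring.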

The gene *BAG7 *(Rho GTPase activating protein), however, was induced by ~137-fold in pterostilbene treated cells (see Additional file 3: *op. cit*.). It has been reported that Bag7p plays a role in the control of cell wall synthesis and is involved in regulating key components of the cell wall stress-response pathway [39].

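In the mitochondrial category of Additional file 3, 145 of 160 measured genes rose and 13 fell. Of the rises, 122 were at least 2-fold, and 53 were so after quantile normalization, where 129 genes rose. The study selected these genes on the same arrays, so the count is not independent evidence. Genes of the mitochondrial genome rose as well. Of 19 protein-coding genes of that genome, 14 rose and none fell, with 10 rising after quantile normalization. Yeast mitochondrial mRNAs, like tRNAs, lack the poly(A) tails of nuclear mRNAs, and other RNAs without such tails rose on the same arrays.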

With respect to mitochondrial genes, it is interesting to note that more than 100 genes involved in diverse mitochondrial functions were up-regulated by pterostilbene treatment (Table 3, and Additional file 3: *op. cit*.). These genes play important roles in respiration, electron transport, mitochondrial protein targeting, and mitochondrial protein synthesis (see Additional file 3: *op. cit*.).

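Genes of mitochondrial translation and of respiratory chain assembly rose. Of 78 genes of mitochondrial ribosomal proteins, 68 rose and none fell (72 higher and 0 lower when adjusted over the list alone), with 45 higher and 1 lower after quantile normalization. Their median log2 fold change was 0.88, 0.47 after quantile normalization and 0.43 after median centring (camera adjusted p = 3.9e-09, and adjusted p = 0.12 with an estimated correlation), and the largest rises were in *RSM19* (1.96), *MRP10* (1.64), *EHD3* (1.52) and *MRPS17* (1.50). Of 38 genes listed as assembly factors of the respiratory chain, a label taken broadly since not all of them are assembly factors in the strict sense, 28 rose and none fell (29 higher and 0 lower when adjusted over the list alone), led by *AEP3* (2.1), *COX17* (2.1), *COX10* (1.80) and *CBP1* (1.77), with 20 higher and 3 lower after median centring (camera adjusted p = 4.7e-05, and adjusted p = 0.12 with an estimated correlation).
Of 26 genes of mitochondrial protein import, 12 rose, among them *TIM9* (1.13), *MAS2* (1.12), *MAS1* (1.00) and *SAM37* (0.99), and 1, *TIM21* (-0.64), fell (12 higher and 1 lower when adjusted over the list alone), which turned to 7 higher and 12 lower after median centring (camera adjusted p = 0.31, and adjusted p = 0.62 with an estimated correlation).
Of 40 nuclear genes for subunits of the respiratory chain and ATP synthase, 4 rose and 8 fell (3 higher and 6 lower when adjusted over the list alone), with 2 higher and 19 lower after quantile normalization and 2 higher and 32 lower after median centring, which turned to 8 higher and 4 lower after reference gene centring (camera adjusted p = 0.0025, and adjusted p = 0.37 with an estimated correlation). *COX4* and *COX6*, of cytochrome oxidase, had log2 fold changes of -1.32 and -0.90, *CYC1*, a cytochrome c, had -0.74 and *COX5B* had -0.71, while *QCR8* (0.79), *NDE1* (0.93), *ATP4* (0.43) and *ATP19* (0.45) rose, *ATP4* and *ATP19* not after quantile normalization or median centring. Of 8 genes encoded in mitochondrial DNA, 6 rose, among them *COB* (2.76), *ATP6* (2.7), *COX2* (2.70) and *COX3* (2.55), and *COX1* and *OLI1* did not pass (6 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.060, and adjusted p = 0.46 with an estimated correlation). Of 12 genes of the TCA cycle, 4 fell, *KGD1* (-0.77), *LSC1* (-0.75), *CIT1* (-0.60) and *KGD2* (-0.52), and *IDH1* (0.61) rose, with 0 higher and 9 lower after median centring (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.079, and adjusted p = 0.33 with an estimated correlation). *COX5B* and *KGD2* did not pass the test after reference gene centring, nor did *CIT1* after quantile normalization or reference gene centring, nor did *IDH1* after median centring.

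**Figure D5:**
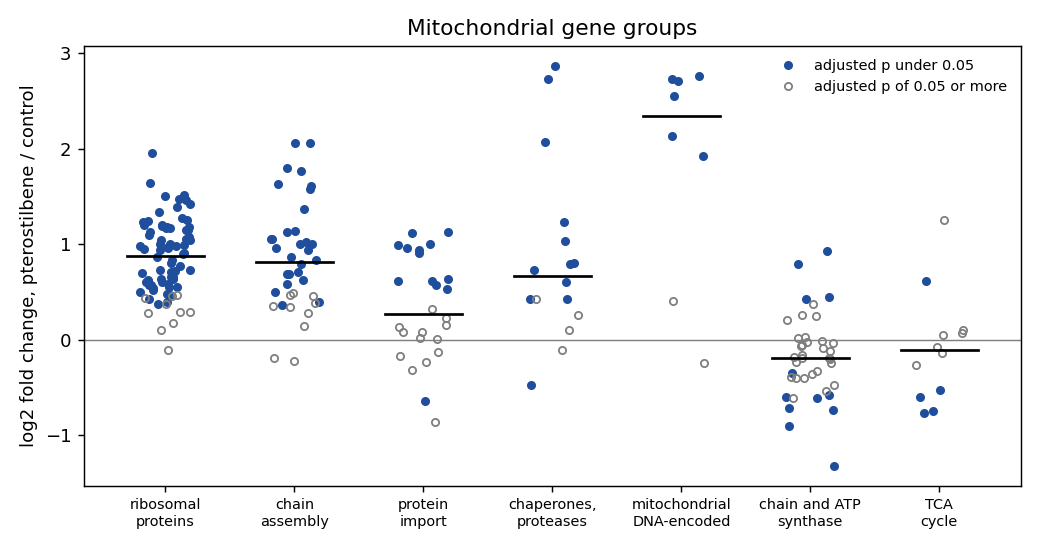
Log2 fold change of pterostilbene over control for each gene of the mitochondrial groups, with black bars at the medians and filled circles for genes with an adjusted p under 0.05 in limma. The median is 0.88 for ribosomal proteins and 0.82 for assembly factors with the signals as deposited, and 0.47 and 0.37 after quantile normalization.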

Of particular interest was the finding that a group of genes involved in sulfur metabolism was significantly over-represented, generating a *z*-score of 10.5 for the category "sulfur amino acid metabolism," (the highest score obtained in the present study). 

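Nearly the whole pathway from sulfate to methionine was lower. Of 20 genes of sulfate assimilation and methionine synthesis, 19 fell, none rose and 1, *MET12* (0.04 on the log2 scale, adjusted p = 0.82), did not pass the test (0 higher and 19 lower when adjusted over the list alone). Under the other scalings 17 to 20 fell and none rose. *SUL1*, a sulfate permease, had a log2 fold change of -2.56 (SE 0.14, adjusted p = 1.8e-04), *MET13*, a methylenetetrahydrofolate reductase, -1.96 (SE 0.22, adjusted p = 0.0013), and *MET14*, the adenylylsulfate kinase, -1.73 (SE 0.16, adjusted p = 7.6e-04). The median was -1.14 (camera adjusted p = 1.2e-10, and adjusted p = 0.12 with an estimated correlation).

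**Figure D6:**
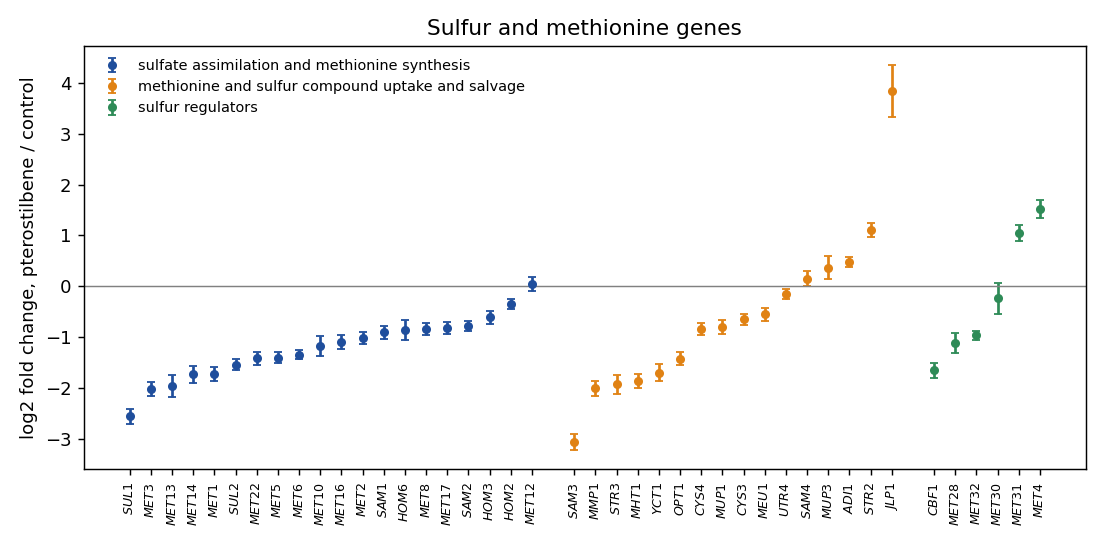
Log2 fold change of pterostilbene over control, with its SE, for genes of sulfate assimilation and methionine synthesis, of uptake and salvage, and of their regulation. In the first group the values run from -2.56 in *SUL1* to 0.04 in *MET12*.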

Within this category, a subset of genes assigned to the ontology term "methionine metabolism" (*z*-score of 11.78) were down-regulated upon exposure to pterostilbene (Table 3). 

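All 11 genes of methionine metabolism in Table 6 fell, 10 of them at least 2-fold, and all fell after quantile normalization. The study chose them on the same arrays, so this is not independent evidence. *MET3*, ATP sulfurylase, had a signal of 4713 ± 491 in the controls and 1167 ± 121 with pterostilbene (SD, n = 3 each), a log2 fold change of -2.01 (SE 0.13, adjusted p = 3.1e-04). *MHT1*, a methyltransferase that uses S-methylmethionine, had a log2 fold change of -1.86 (SE 0.14, adjusted p = 4.5e-04), and *SAM1*, an S-adenosylmethionine synthetase, -0.90 (SE 0.13, adjusted p = 0.0030).
Of 16 genes of methionine uptake and sulfur salvage in the gene lists, 10 fell and 3 rose (3 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.0011, and adjusted p = 0.17 with an estimated correlation). *SAM3*, the S-adenosylmethionine permease, had a log2 fold change of -3.07 (SE 0.16, adjusted p = 1.6e-04), *MMP1*, the S-methylmethionine permease, -2.01, and *STR3*, a cystathionine beta-lyase, -1.93.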

Of the 21 genes assigned to this ontology term on the array, eleven were differentially regulated. As shown in Figure 2 and Table 6, all responsive genes involved in sulfur-containing amino acid biosynthesis were down-regulated, with the exception of *MET4 *(transcriptional activator) and *MET31 *(transcriptional regulator), which were up-regulated (Table 6).

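Of the 25 genes of Table 6, 20 fell and 5 rose. Beside *MET4* and *MET31*, those that rose were *STR2*, a cystathionine gamma-synthase, with a log2 fold change of 1.11 (SE 0.14, adjusted p = 0.0020), *GTT2*, and *JLP1*, a dioxygenase that releases sulfur from sulfonates, with 3.84 (SE 0.51, adjusted p = 0.0023) from a low control signal of 11 ± 5.63 (SD, n = 3). *ADI1*, of methionine salvage, also rose (0.48), but after median centring its log2 fold change was 0.03 (adjusted p = 0.80). Of 6 regulators of the pathway, 2 rose and 3 fell (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.20, and adjusted p = 0.37 with an estimated correlation). *CBF1*, a DNA-binding partner of Met4p, had a log2 fold change of -1.66, *MET28* had -1.11 and *MET32* had -0.96. From the lower transcripts of methionine biosynthesis, the paper proposes that pterostilbene might disrupt the making of methionine.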

**Figure 2:**
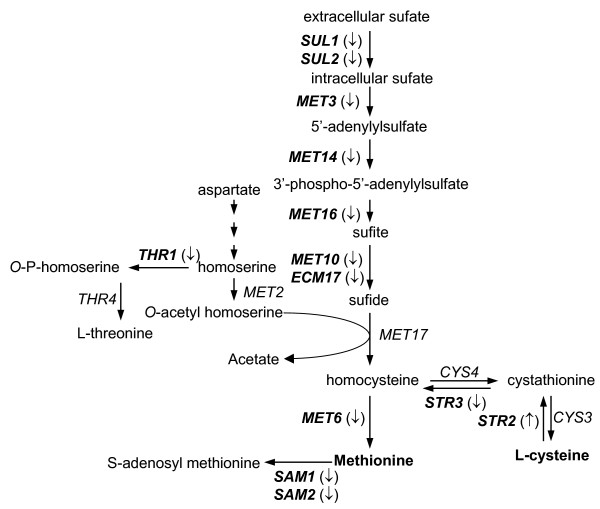
Summary of gene expression responses to pterostilbene in the sulfur metabolism pathway. Methionine biosynthetic pathway and corresponding genes are based on Thorsen et al. [66] and the *Saccharomyces *Genome Database [25]. Genes shown in boldface in the pathway are those affected by pterostilbene. The up- and down-regulated genes were indicated by arrows, (↑) and (↓).

**Table 6:** Pterostilbene-responsive genes involved in sulfur metabolism and/or assimilation

**Accession**	**Gene**	**Ratio**	***p*-value**	**Gene Description**
a. Methionine metabolism				
YJR137C	*ECM17*	-2.5	2.48 × 10^-5^	Sulfite reductase beta subunit
YKR069W	*MET1*	-3.1	3.88 × 10^-4^	AdoMet-dependent uroporphyrinogen III transmethylase
YJR010W	*MET3*	-3.8	3.5 × 10^-4^	ATP sulfurylase
YER091C	*MET6*	-2.4	8.83 × 10^-5^	Cobalamin-independent methionine synthase
YFR030W	*MET10*	-2.1	1.5 × 10^-3^	Sulfite reductase alpha subunit
YGL125W	*MET13*	-3.6	1.46 × 10^-4^	Methylenetetrahydrofolate reductase
YKL001C	*MET14*	-3.1	1.12 × 10^-3^	Adenylylsulfate kinase
YPR167C	*MET16*	-2.0	7.56 × 10^-4^	3'-phosphoadenylylsulfate reductase
YOL064C	*MET22*	-2.5	1.68 × 10^-4^	Bisphosphate-3'-nucleotidase,
YLL062C	*MHT1*	-3.4	6.69 × 10^-4^	S-methylmethionine-homocysteine methyltransferase
YLR180W	*SAM1*	-2.1	6.39 × 10^-5^	S-adenosylmethionine synthetase
b. Sulfur and aspartate family amino acid metabolic processes (in addition to a)				
YNL103W	*MET4*	3.0	4.01 × 10^-4^	Leucine zipper transcriptional activator
YPL038W	*MET31*	2.2	2.45 × 10^-3^	Transcriptional regulator highly homologous to Met32p
YJR130C	*STR2*	2.3	2.97 × 10^-3^	Cystathionine gamma-synthase
YGL184C	*STR3*	-3.6	4.1 × 10^-3^	Cystathionine beta-lyase
YJR060W	*CBF1*	-3.0	1.11 × 10^-3^	Basic helix-loop-helix protein
YHR025W	*THR1*	-2.2	2.05 × 10^-4^	Homoserine kinase
c. All other genes affected under the term "sulfur metabolism"				
YLL060C	*GTT2*	2.5	8.23 × 10^-4^	Glutathione transferase
YEL017W	*GTT3*	-2.2	6.72 × 10^-4^	Protein with a possible role in glutathione metabolism
YGR286C	*BIO2*	-3.0	9.79 × 10^-4^	Biotin synthase
YJL212C	*OPT1*	-2.5	1.8 × 10^-4^	Peptide transporter/glutathione transporter
YLL057C	*JLP1*	13.5	6.93 × 10^-4^	Fe(II)-dependent sulfonate/α-ketoglutarate dioxygenase
YLR043C	*TRX1*	-2.1	6.95 × 10^-5^	Cytoplasmic thioredoxin
d. Sulfur uptake				
YBR294W	*SUL1*	-5.53	4.64 × 10^-5^	Sulfate uptake (transporter)
YLR092W	*SUL2*	-2.75	1.89 × 10^-4^	High affinity sulfate permease

### Validation of microarray data by quantitative real-time RT-PCR

For further verification of the transcript profiling results, selected genes were analyzed by quantitative real time RT-PCR with cDNAs prepared from the identical RNA samples used for microarray target preparations. For these analyses, eleven genes associated with gene ontology categories discussed above were selected, including genes involved in lipid metabolism (*UPC2*, *OAF1*, *RSB1 *and *INO4*), sulfur metabolism (*MET3*), response to drug (*AZR1 *and *PDR3*), mitochondrial functions (*RTG1 *and *RTG3*) and cell wall-related functions (*RLM1 *and *BAG7*). The results (Figure 3) are in agreement with the microarray experiments, with ten genes showing up-regulation and one gene (*MET3*) showing down-regulation in response to pterostilbene treatment. 

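On the arrays, all 11 genes chosen for real-time RT-PCR changed in the direction seen by RT-PCR, with *MET3* lower and the other genes higher. *RTG3*, a partner of Rtg1p, had a signal of 286 ± 23.2 in the controls and 616 ± 87.1 with pterostilbene (SD, n = 3 each), a log2 fold change of 1.10 (SE 0.14, adjusted p = 0.0021). Across the 11 genes, the array log2 fold changes and the log2 RT-PCR values read by eye from Fig. 3 had a Pearson r of 0.723 (permutation p = 0.0046) and a Spearman rho of 0.727 (permutation p = 0.014). Without *MET3*, r was 0.661 (permutation p = 0.041). These are correlations across genes, which are not independent replicates.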

A few discrepancies in fold-change values between real-time RT-PCR and microarray analyses could be attributed to technical differences between the two methods. For example, the genes *RSB1*, *AZR1*, and *BAG7 *showed a higher level of induction in the microarray data compared to the real-time RT-PCR data. This discrepancy could be attributed to the fact that the Affymetrix software assigned an "absent" call to these genes in the untreated sample – thus the signal values assigned were artifactually low in the untreated sample compared to the treated sample, making the fold-change values very high [18]. 

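Control signals of *RSB1* and *BAG7* lay below those of the other genes compared. *RSB1* had a signal of 7.93 ± 9.88 in the controls and 989 ± 139 with pterostilbene (SD, n = 3 each), a log2 fold change of 7.81 (SE 0.95, adjusted p = 0.0018). Its fold change was 472 without control replicate A, 127 without control replicate B and 225 over all arrays, so it rests on differences between low control values. A pseudocount added to every signal lowered the log2 fold change of *RSB1* to 6.05. Detection calls were not used here.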

Other discrepancies could be attributed to the greater dynamic range of real-time RT-PCR compared to microarray analysis.

**Figure 3:**
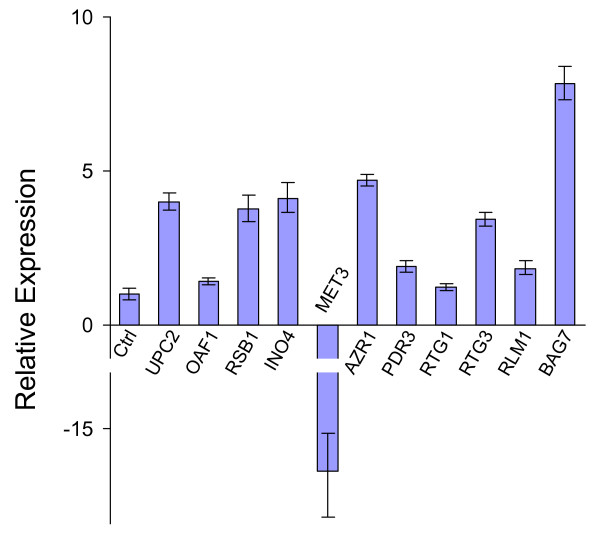
Quantitative real-time RT-PCR analysis of genes identified as differentially expressed by microarray experiments. Assays were performed in triplicate as described previously [18]. Data were normalized to an internal control (18S rRNA) and the ΔΔC_T _method was used to obtain the relative expression level for each gene. Data are shown as mean ± standard deviation (SD). "Ctrl" represents samples treated with solvent (0.25% DMSO) alone.

### Sensitivity of yeast mutants to pterostilbene

In order to further investigate the relationship between the gene expression responses to pterostilbene and their phenotypic consequences in yeast mutants, we analyzed a number of yeast mutants with deletions in selected genes from each of the categories discussed above for their sensitivity to pterostilbene. The same genes selected for real-time RT-PCR analysis were also chosen for this study, and these included genes involved in lipid metabolism (*UPC2*, *OAF1*, *RSB1 *and *INO4*), sulfur metabolism (*MET3*), response to drug (*AZR1 *and *PDR3*), mitochondrial functions (*RTG1 *and *RTG3*) and cell wall-related functions (*RLM1 *and *BAG7*). As shown in Figure 4, the loss of Pdr3p (mutant *pdr3Δ*) resulted in increased sensitivity to pterostilbene, while the loss of Upc2p, Oaf1p, Bsr1p, Ino4, Met3p, Azr1p, Rlm1p or Bag7p resulted in neither increased nor decreased sensitivity to pterostilbene under the experimental conditions used. Surprisingly, the loss of Rtg1p or Rtg3p resulted in slightly increased resistance to the compound.

**Figure 4:**
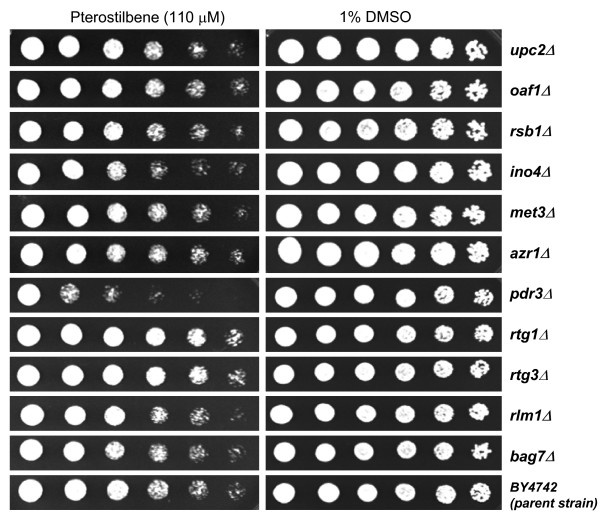
Growth of selected yeast mutant strains in the presence of pterostilbene. A parent strain BY4742 and 11 mutants (*upc2Δ*, *oaf1Δ*, *rsb1Δ*, *ino4Δ*, *met3Δ*, *azr1Δ*, *pdr3Δ, rtg1Δ*, *rtg3Δ*, *rlm1Δ*, and *bag7Δ*) were analyzed. Serial dilutions of overnight cultures were spotted onto solid YPD (pH 7.0, MOPS buffered) agar plates containing either 1% DMSO or 110 μM pterostilbene, and the plates were photographed after incubation for 2 days at 30°C.

## Discussion

Stilbenes, such as resveratrol and pterostilbene, represent biologically active secondary metabolites of plants known to have diverse pharmacological properties, which include cancer-chemopreventive activity. They are also considered to be phytoalexins due to their potent antifungal activities [14-16]. To investigate the molecular pathways affected by pterostilbene in eukaryotes, we conducted DNA microarray analysis using the model yeast *S. cerevisiae*, and identified large-scale transcriptome alterations associated with pterostilbene exposure in this organism. The responsive genes are associated with a diversity of biological, molecular and cellular processes, suggesting that pterostilbene exerts wide-ranging effects on the physiological and biochemical processes of eukaryotic cells (Tables 2 and 3).

Pterostilbene affected the expression of genes involved in sulfur metabolism and/or sulfur assimilation, associated with the highest *z*-score in this study (Tables 3 and 6). Within this category, six genes (*ECM17*, *MET3, MET14, MET16, MET10, MET6*) encoding enzymes involved in methionine biosynthesis were repressed (Figure 2, Table 6). Methionine metabolism plays an important role in many aspects of cellular physiology. Its derivative S-adenosyl methionine (SAM) serves as a methyl donor in many biosynthetic processes [40]. Metabolism of sulfur-containing amino acids like methionine has been linked to cell cycle progression, and perturbations of these processes lead to diverse cellular anomalies [41,42]. The down-regulation of genes involved in methionine biosynthesis by pterostilbene may cause cellular stress by not only decreasing methionine levels, but also by compromising the supply of donor methyl groups required for methylation reactions in various biosynthetic pathways. Our results suggest that one of the molecular effects of pterostilbene might involve the disruption of methionine biosynthesis, an observation that has not been previously reported for this compound.

The observed down-regulation of genes involved in methionine metabolism in response to pterostilbene treatment (Figure 2, Table 6) is perhaps surprising given that several genes in this pathway are actually up-regulated during conditions of oxidative stress and amino acid starvation [43,44]. However, a transcriptional profiling study conducted in yeast cells exposed to the herbicide sulfometuron methyl (SM), which inhibits branched-chain amino acid biosynthesis, indicated that exposure to SM resulted in the down-regulation of several genes involved in methionine metabolism, including *MET3*, *MET6*, *MET14*, *SAM1*, and *SAM2 *[45]. One mechanism proposed for this down-regulation was the potentially reduced levels of ATP in SM-treated cells, given that methionine biosynthesis and the production of SAM are ATP-requiring processes. Interestingly, in the present work pterostilbene treatment altered the expression of more than 100 mitochondrial genes (Additional file 3: *op. cit*.), suggesting large-scale perturbations in mitochondrial function which would eventually lead to ATP deficiency. A second potential mechanism emerged from queries using *MET1*, *MET3*, *MET6*, *MET10*, *MET13*, *MET14*, and *MET16 *against the Serial Pattern of Expression Levels Locator (SPELL) database [46], which revealed that all of the corresponding transcripts are down-regulated in response to osmotic stress [47]. Given the significant effects pterostilbene exposure is likely to have on lipid metabolism (Table 4), it is possible that membrane integrity could be compromised leading to an osmotic imbalance in yeast cells. 

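*GRE2*, a methylglyoxal reductase gene that osmotic stress induces, had a signal of 174 ± 71.2 in the controls and 2951 ± 305 with pterostilbene (SD, n = 3 each), a log2 fold change of 4.17 (SE 0.34, adjusted p = 5.2e-04). *GRE1*, a hydrophilin, had a log2 fold change of 1.38 (SE 0.13, adjusted p = 8.5e-04), *SSK1*, a response regulator upstream of the Hog1p kinase, 1.03 (SE 0.15, adjusted p = 0.0032), *PPZ1*, a protein phosphatase, 1.26 (SE 0.18, adjusted p = 0.0030), and *STE11*, a kinase of the Hog1p pathway, 0.96 (SE 0.16, adjusted p = 0.0049). All rose under every scaling. Of 19 genes of the Hog1p pathway and osmotic stress, 9 rose, *SKO1* (1.50) among them, and 2 fell, *GPD1*, the glycerol-3-phosphate dehydrogenase of glycerol synthesis (-1.03), and *MSB2* (-0.51) (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.42, and adjusted p = 0.52 with an estimated correlation). After median centring 7 rose and 6 fell. *MSB2* did not pass the test after reference gene centring.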

Consistent with this notion, genes involved in osmotic stress response regulation such as *GRE1*, *GRE2*, *SSK1*, *PPZ1*, and *STE11 *were induced in pterostilbene-treated cells (Additional file 3: *op. cit*.).

Of further significance, the present results show that pterostilbene up-regulated OAF1, which encodes a transcription factor that regulates the expression of genes involved in the beta-oxidation of fatty acids in peroxisomes in yeast cells [28]. In addition, genes encoding enzymes required for fatty acid β-oxidation were also up-regulated by pterostilbene. It has been previously shown that pterostilbene lowers lipid/lipoprotein levels in hypercholestrolemic hamsters through activation of the peroxisome proliferator-activated receptor α (PPARα) [10]. 

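Of 18 genes of peroxisomal beta-oxidation, *FOX2*, *ECI1* and *OAF1* included, 8 rose, 1 fell and 9 did not pass the test (8 higher and 1 lower when adjusted over the list alone). The largest rises were in *CTA1*, peroxisomal catalase, with a log2 fold change of 1.86 (SE 0.14, adjusted p = 4.4e-04), and the fatty acid transporter genes *PXA1*, with 1.56 (SE 0.17, adjusted p = 0.0012), and *PXA2*, with 1.26 (SE 0.17, adjusted p = 0.0025). *MDH3*, the peroxisomal malate dehydrogenase, fell (-0.41). *POX1*, the acyl-CoA oxidase of the first step, had a log2 fold change of 0.90 (SE 0.57, adjusted p = 0.24), and *POT1*, the thiolase of the last step, -0.36 (SE 0.21, adjusted p = 0.20), both named for their steps after their values were seen. Their control signals were low, at 11.3 ± 6.45 and 34.0 ± 4.26 (SD, n = 3 each), and the wide SE of *POX1* does not exclude a rise. Control signals were also low for *CTA1* (15.4), *PXA1* (23.5) and *PXA2* (29.2). The list did not stand apart from the other genes (camera adjusted p = 0.22, and adjusted p = 0.62 with an estimated correlation), and after quantile normalization 6 rose and 4 fell. *ECI1* did not pass the test after quantile normalization, nor did *MDH3* after reference gene centring.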

PPARα is involved in fatty acid and lipid metabolism, through the activation of genes involved in fatty acid β-oxidation in the liver, heart, kidney and skeletal muscles [10,48,49]. Thus, the up-regulation of genes involved in fatty acid beta-oxidation by pterostilbene in the present report is consistent with previous observations of its effects on mammalian cells. In addition, pterostilbene also up-regulated several genes involved in sterol, phospholipid and sphingolipid metabolism, including genes involved in the regulation of lipid metabolism. 

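Enzymes of ergosterol synthesis went down as a group. Of 24 genes of the pathway, 14 fell, 1 rose and 9 did not pass the test (1 higher and 15 lower when adjusted over the list alone), with 12 falling and 1 rising after quantile normalization. The deepest falls were in *MVD1*, mevalonate pyrophosphate decarboxylase, with a log2 fold change of -1.23 (SE 0.13, adjusted p = 0.0013), and *ERG4*, with -1.03 (SE 0.12, adjusted p = 0.0015), followed by *ERG26* (-0.97) and *ERG20* (-0.95), and *ERG9*, squalene synthase, rose (0.63), but not after median centring. The list was lower than the other genes (camera adjusted p = 3.0e-06, and adjusted p = 0.17 with an estimated correlation).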

Taken together, these results suggest that lipid metabolism is likely to be an important molecular pathway that is affected by pterostilbene.

Transcript levels of a number of genes involved in the pleiotropic/multiple drug resistance response were also found to increase dramatically following pterostilbene exposure (Table 5). These genes include ABC transporters, multidrug resistance transcription factors, and other drug-responsive genes. The plasma membrane-associated efflux pumps Pdr5p and Snq2p are under the genetic control of the transcription factors Pdr1p and Pdr3p [50]. In yeast cells exposed to pterostilbene, the transcripts of *PDR3*, *PDR5 *and *SNQ2 *increased 9.5-, 6.1- and 8.2-fold, respectively (Table 5). In addition, a yeast mutant with a deletion in the *PDR3 *gene showed strong hypersensitivity to pterostilbene, confirming the importance of this gene in conferring resistance to this compound (Figure 4). Notably, the ABC transporter *YOR1*, involved in mediating the export of many different organic anions including oligomycin, was also up-regulated 10.3-fold in pterostilbene-treated cells. Moreover, the expression of a plasma membrane transporter, encoded by *AZR1*, which is involved in the resistance to azole drugs, dramatically increased by 73.4-fold following exposure. Taken together, the strong up-regulation of this set of transporters suggests that drug efflux is one of the major mechanisms involved in the cellular detoxification of pterostilbene in yeast cells.

As mentioned above, an additional outcome from the present work is the observation of the up-regulation of a large number of genes involved in diverse mitochondrial functions, including mitochondrial respiration, mitochondrial protein synthesis and mitochondrial protein targeting (associated with a *z*-score of 6.1 – Tables 3, and Additional file 3: *op. cit*.). Furthermore, *RTG1 *and *RTG3*, genes encoding transcription factors that play an important role in regulating the communication between the mitochondria and the nucleus in yeast cells, were up-regulated by pterostilbene. 

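Of 12 genes of the retrograde pathway, which carries signals from mitochondria to the nucleus, 6 rose and 2 fell (6 higher and 2 lower when adjusted over the list alone), which turned to 4 and 5 after median centring (camera adjusted p = 0.48, and adjusted p = 0.56 with an estimated correlation). With *RTG1* and *RTG3*, *MKS1*, a negative regulator, rose by 1.26 on the log2 scale, *LST8* by 1.25 and *PDH1* by 1.05. *CIT1* and *DLD3* (-0.52) fell. *RTG1* did not pass the test after quantile normalization, nor did *LST8* after median centring, nor did *CIT1* after quantile normalization or reference gene centring, nor did *DLD3* after reference gene centring.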

Mitochondria are vital for energy production, and their disruption in humans has been implicated in aging, diabetes, heart disease, and various neurodegenerative disorders [51]. Recently, one of the mechanisms by which pterostilbene induces apoptosis in human gastric carcinoma cells was found to involve the activation of the caspase cascade via the mitochondrial pathway [52]. Thus, the induction of mitochondrial genes by pterostilbene in the present study is apparently consistent with its effects on this organelle in human cancer cell lines.

Of the eleven mutants tested carrying deletions in selected genes from pterostilbene-responsive pathways, only the *pdr3Δ *mutant showed hypersensitivity to pterostilbene (Figure 4). Lack of correlation between transcriptional profiling and deletion mutant analyses has been reported in the literature by investigators using both selected individual mutants as well as whole-genome mutant populations [53-57]. Such discrepancies could be attributable to factors such as post-transcriptional regulation of target genes [56], functional redundancy [53], as well as the specific nature of the inhibitor tested (e.g., genes required for survival in the presence of the inhibitor could be distinct from those which are transcriptionally responsive; [55]). Nevertheless, the hypersensitivity to pterostilbene exhibited by the *pdr3Δ *mutant in the present study, coupled with elevated levels of *PDR3 *as well as other multidrug resistance-related transcripts (Figure 4, Table 5), confirms the importance of efflux-mediated detoxification pathways in the cellular response to this compound. Further mechanistic insights could potentially be gained by extending these analyses to whole-genome mutant collections of *S. cerevisiae *generated by The *Saccharomyces *Genome Deletion Project [57], which have been successfully used by others for the identification of molecular targets of various clinically relevant drugs, as well as for the investigation of interactions between the cellular pathways affected [58-61]. Such studies, coupled with transcriptional profiling experiments, could provide further corroborative evidence indicating the relevance of specific genes to the mechanism of action of pterostilbene.

The present study provides an overview of the major transcriptional responses to pterostilbene using the model eukaryote *S. cerevisiae*. While transcriptional profiling was employed as the principal tool to investigate the molecular effects of pterostilbene, an examination of the response of the yeast proteome would further refine our understanding of pterostilbene-induced gene expression changes, given that transcript and protein levels do not correlate in all cases [62-65]. Additionally, the transcriptional profiling results presented in the current work rely on a single drug concentration (IC_50_) and time point (one doubling), thus it is likely that many of the transcriptional responses observed represent indirect consequences of drug exposure. An expansion of the current data set to include multiple time points and drug concentrations could therefore prove invaluable in distinguishing between the primary and secondary effects of pterostilbene, such as mechanism-related vs. adaptation-related cellular responses. Nevertheless, the present work yields important clues and provides a foundation for further studies directed towards elucidating the precise mechanism of action of pterostilbene.

## Conclusion

We have identified the molecular pathways affected by pterostilbene, and our results show that pterostilbene affects the expression of a diverse group of genes in yeast cells. Using Gene Ontology-based analysis, the most significant effects were observed in genes involved in "methionine metabolism," "response to drug," "transcription factor activity," and "mitochondrion" functions. Additional analyses indicated that many genes involved in lipid metabolism were also affected. The observed response of lipid metabolism genes is in agreement with the known hypolipidemic properties of pterostilbene mediated through the activation of PPARα. The induction of a large number of mitochondrial genes by pterostilbene is consistent with its previously-demonstrated role in apoptosis in human cancer cells. Our data also show that pterostilbene has a significant effect on methionine metabolism, perhaps resulting in the depletion of methionine by the inhibition of methionine biosynthesis. The effect of pterostilbene on methionine metabolism has not been previously observed and merits further investigation.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

ZP conceived and coordinated the study, performed the data analysis and drafted the manuscript. AKA participated in the design of the study, contributed to the data analysis, and helped to draft the manuscript. TX carried out the yeast mutant sensitivity assays and RT-PCR primer design. SRB performed the real-time quantitative RT-PCR experiments. AMR synthesized the compound for this study. QF performed the IC_50 _determination and the DNA microarray experiments. SOD provided intellectual input and guidance, and assisted with manuscript preparation. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

## Supplementary Material

Additional file 1 Correlation between expression ratios obtained from quantitative real-time RT-PCR and microarray experiments. Click here for file

Additional file 2 List of all significant pterostilbene-responding genes. Click here for file

Additional file 3 List of pterostilbene-responding genes in the "cell wall," "transcription factor activity," and "mitochondrion" categories. Click here for file

# Supplementary material for: Identification of molecular pathways affected by pterostilbene, a natural dimethylether analog of resveratrol
**Source:** BMC Med Genomics. 2008 Mar 20;1:7. doi: 10.1186/1755-8794-1-7
**Supplement:** Additional file 1 — Correlation between expression ratios obtained from quantitative real-time RT-PCR and microarray experiments.

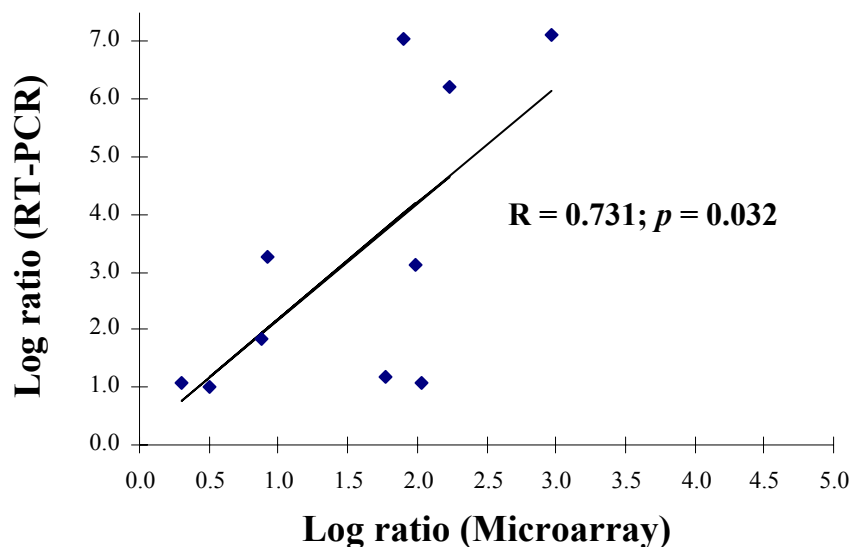

Additional File 3. Correlation between expression ratios obtained from quantitative real-time RT-PCR and microarray experiments. Linear regression analysis was performed for selected pterostilbene-induced genes using $\log_2$ -transformed RT-PCR relative expression values ($2^{-\Delta\Delta CT}$; y-axis) and mean relative expression values obtained by microarray analysis (x-axis). p -value indicates the significance of the correlation as determined by an F-test, R = correlation coefficient generated for the theoretical line of best fit (shown as black line in above plot).

How the deposited data were processed for this re-analysis (not part of the article)

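RNA of 3 cultures of *S. cerevisiae* S288C given 70 μM pterostilbene and of 3 given solvent was labelled and hybridized to Affymetrix GeneChip Yeast Genome S98 arrays. The deposited table holds linear intensity values, 1 signal per probe set and array, that the authors made with the Affymetrix software, GCOS 1.1 in the submitters' notes, and the 2% trimmed mean of the deposited values lies between 500.4 and 500.5 on every array. The summarisation algorithm, the background and the scaling target are not stated. The table has 6 value columns, and all were used.

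Signals were converted to log2. The 23 signals of 0 were raised to the smallest positive signal, 0.1, a step chosen when they were found. Of the tested probe sets, 328 had several genes and 2443 had none in the platform annotation, and these entered the test but not the counts of genes. For the 315 genes with more than 1 probe set, the one with the highest mean log2 signal was used. Names and classes of RNA come from the RefSeq gene table of assembly R64, which held all 5656 genes, and no coordinates are given.

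Groups were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes, with Benjamini-Hochberg adjustment over all tested probe sets. Gene lists were tested with camera, with an estimated correlation and with fry, each adjusted over the lists. Members of a list were also adjusted over the list alone. The tables of the paper were counted gene by gene without a list test. The correlation with RT-PCR uses values read by eye from Fig. 3. Analyses were also run with quantile normalization, median centring, reference gene centring, a pseudocount at the 10th percentile of the signals, a floor of 22.7 at the 20th percentile, the dimmest 25% of probe sets left out, the methods' t-test, trend and robust moderation, array weights, the replicate letter as a block, probe sets averaged and each array left out, and, after the data were seen, with each array divided by its mean. On simulated data with this layout, limma recovered 49% of changes of 1 log2 unit and 81% of changes of 2, with 4.41% false calls. Only 100 probe sets of 9275 were changed at each size in the simulation. On the real arrays 3105 probe sets were higher and 1295 lower, which makes the adjustment less strict, so these shares do not measure what was missed here. The median SD of log2 signals within a group was 0.17 in the controls and 0.19 with pterostilbene.

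The genes named were set by a rule. They are those that the paper's text and its Tables 1, 4, 5 and 6 name, the 10 largest rises and 10 largest falls with no overlap of the groups, up to 4 members per list with the largest change in the list's main direction together with members against it, and all mating-type, a-specific, alpha-specific and haploid-specific genes. The ratios in the paper's tables and additional files had been seen when the rule and the lists were written. Named outside the rule, after their values were seen, were *TEC1*, *POX1*, *POT1*, *HSC82*, *SSA1*, *SSA2*, *YDJ1*, *COX1*, *OLI1*, *MET12*, *SNR6*, *SNR7-L*, *SNR14*, *SNR19*, *SNR13*, *SNR63*, *FUS1*, *PDR1*, *PDR15* and *ADH4*. Detection calls, array images and gene ontology z-scores were not analysed here.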

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

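The tests of control transcripts, RNA classes, low and high signals and mating genes were chosen after their results were seen. So were the 19 lists taken as outside the paper's discussion, and the condition that a list pass camera both as deposited and after quantile normalization, which 9 met. The tests of the mRNA share, the a/alpha state, *STE2* in MATa cells and pheromone-induced genes were read as undecided after their values were seen, and that of the alpha-specific genes was added after them.

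Poly-A control transcripts, which the paper does not report on, were higher by 2.4 on the log2 scale, on all 3 pterostilbene arrays for 12 of 12 probe sets, and so were control probe sets of ribosomal RNA by 2.7, for 9 of 10, and among the cells' other RNAs without poly(A) tails the median rise was 3.56 for tRNA genes, 2.9 for spliceosomal RNAs and 0.99 for snoRNA genes. More poly-A control in the pterostilbene samples would leave the cells' RNAs as they were, and the lowest change among tRNA genes was 1.01, but for the controls it stays open, since the 4 control transcripts rose by amounts within 0.43 of one another. A smaller share of mRNA in total RNA would raise the controls, and for the cells' RNAs the array values cannot tell it apart from others, because the quartiles of the tRNA genes, 2.00 and 3.99, span the rises of the controls, 2.16 to 2.6, and total RNA per cell was not analysed here. The paper's RT-PCR used the same RNA, normalized to ribosomal RNA, and its 10 genes with array rises were higher there too. A share lower by the controls' 2.4 would put genes of smaller array rise, *OAF1* (0.92), *INO4* (1.04), *RTG1*, *RTG3* and *RLM1*, below the control level. For these genes the RT-PCR directions argue against a drop of that size, and a smaller drop stays open. The comparison was made after the values were seen. Noncoding RNA polyadenylated and left by a slower nuclear exosome is open as well, with a smaller rise of snoRNA than of tRNA genes and no measure of tails. An effect of pterostilbene on the synthesis or decay of these RNAs stays open and was not tested.

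Genes of low signal rose and genes of high signal fell with the signals as deposited. A single scaling factor per array moves all genes alike, whereas the median changes of the dimmest and brightest 10% of the genes differed by 1.11. Nonspecific signal added everywhere would raise the 16 control probe sets for sequences that yeast lacks or for antisense strands, but their median change was -0.02, and the upper end of its 95% bootstrap interval, 0.34, lies below the rise of the dimmest 10%. RNA degradation would raise the ratio of 3' to 5' control probe sets, and the log2 ratio changed by 0.27 in *ACT1*, -0.37 in *SPT15* and 0.0690, the median, in *SRB4*. An uneven response of the arrays at low signals and an effect of pterostilbene that differs with the abundance of a transcript stay open and were not tested.

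Haploid-specific genes had a median log2 fold change of -1.19, with 8 of 13 lower, *SST2* (-2.1), *FAR1* (-1.81), *STE4* (-1.63), *GPA1* (-1.60), *RME1* (-1.38) and *STE12* (-0.99), *HO* and *FUS3* (-1.19, and 0.16 with probe sets averaged, adjusted p = 4.5e-05 to 0.67 over the alternatives), and *STE5* (1.10) and *RDH54* (1.03) higher (camera adjusted p = 3.3e-04, adjusted p = 0.12 with an estimated correlation, 2 and 8 adjusted over the list alone). An a/alpha state would lower all of them, but *STE5* and *RDH54* rose under every alternative run, and with *STE18* (-0.21), *AXL1* (-0.22) and *NEJ1* (-0.11) there were 5 that did not fall with the signals as deposited, while the other 11 all fell after quantile normalization, and so as a set they leave this undecided. MATa cells in place of alpha cells would lower all alpha-specific genes alike, but these ran from -4.73 in *MF(ALPHA)2* to -1.30 in *MF(ALPHA)1*, 3.4 apart (SE 0.21) and at least 3.26 under every scaling, the pseudocount and the floor, and *AFB1*, with a control signal near that of *MF(ALPHA)2*, was at -1.48, so such cells alone do not account for the falls. The paper's cultures came from a single colony of the alpha strain. With the compound they grew only from an absorbance of 0.2 to 0.5, which leaves little room for many MATa cells to arise. From the signals alone, some MATa cells beside another cause stay open. They would bring a-specific transcripts, and *ASG7*, *BAR1*, *STE6* and *MFA1* rose, but not *STE2*, the receptor of alpha-factor, which had a log2 fold change of -0.95, though its control signal was only 36.1 and its adjusted p ran from 0.011 to 0.10 over the alternatives, 0.068 after reference gene centring. A lower basal activity of the pheromone response pathway stays open too, since pheromone-induced genes were lower than other genes (camera adjusted p = 3.2e-05, and 0.13 with an estimated correlation), but their fall is part of the pattern and so does not bear this out. An effect through the cell cycle stays open and was not tested. *STE12* did not pass the test after reference gene centring, nor did *ASG7* and *BAR1* after quantile normalization or median centring.

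The paper gives no result for the following lists as such, although its Table 3 has terms for the cell cycle, reproduction and peptidases to which the lists of the G1/S and G2/M transitions, of meiosis and of the proteasome are close. Of 81 measured genes of cytosolic ribosomal proteins, from 138 listed, 67 fell by limma, as did 71 adjusted over the list alone, with no rises in either, with a median of -0.54, -0.25 after quantile normalization and -0.996 after median centring, and the deepest falls in *RPL7B* (-1.19), *RPS26B* (-1.09), *RPS0B* (-0.95) and *RPS0A* (-0.94) (camera adjusted p = 4.5e-18, adjusted p = 0.12 with an estimated correlation, 0 higher and 28 lower after quantile normalization). The brightest 10% of all genes had medians of -0.37 as deposited and -0.17 after quantile normalization. Camera sets a list against all other genes and not against those of like signal, so its p does not separate this fall from the trend with signal. Of 31 genes of the G1/S transition, 20 fell, with a median of -0.70, -1.13 after quantile normalization and -1.15 after median centring, and *RNR1* (-2.44), *MCD1* (-1.89) and *TOS4* (-1.88) beside *CLB6*, and *SMC3* (0.66) rose (camera adjusted p = 5.5e-08, adjusted p = 0.13 with an estimated correlation, 1 and 21 adjusted over the list alone, 0 higher and 25 lower after quantile normalization). Of 17 genes of the G2/M transition, 9 fell, with a median of -0.51, -0.91 after quantile normalization and -0.96 after median centring, and *CLB2* (-1.28) and *HOF1* (-1.09) beside *CLB1* and *CHS2*, and *APC1* (0.63, but -0.39 with probe sets averaged, adjusted p = 0.0024 to 0.24 over the alternatives) rose (camera adjusted p = 4.9e-04, adjusted p = 0.12 with an estimated correlation, 1 and 9 adjusted over the list alone, 0 higher and 13 lower after quantile normalization). Of 16 genes of the phosphate regulon, 12 fell, with a median of -0.98 and the deepest falls in *PHM6* (-2.16), *VTC4* (-1.67), *VTC2* (-1.45) and *SPL2* (-1.31), and *PHM8* (2.13) and *GIT1* (0.85) rose (camera adjusted p = 5.5e-05, adjusted p = 0.12 with an estimated correlation, 3 and 12 adjusted over the list alone, 1 higher and 11 lower after quantile normalization). Of 20 genes of gluconeogenesis, the glyoxylate cycle and Snf1p control, 13 rose, with a median of 0.96, 0.56 after quantile normalization and 0.51 after median centring, and *ADR1* (4.24), *HXT5* (3.54), *JEN1* (3.0) and *CAT8* (2.5), *JEN1* from a low control signal of 9.50, the rise of *ADR1* being 18.9-fold, 28.7-fold without control replicate A and 12.0-fold without control replicate C, and *YAT2* (-0.29) fell (camera adjusted p = 0.018, adjusted p = 0.46 with an estimated correlation, 13 and 1 adjusted over the list alone, 8 higher and 2 lower after quantile normalization). Of 34 genes of meiosis and sporulation, 17 rose, with a median of 1.29, 0.47 after quantile normalization and 0.13 with the floor, where camera no longer called the list (adjusted p = 6.4e-05 to 0.12 over the alternatives), and *OSW2* (3.34), *SGA1* (3.19) and *SPS100* (3.11) with *SAE3* (3.37, and 0.62 with the floor, from a control signal of 3.57), and *SPR6* (-0.74) fell (camera adjusted p = 0.0061, adjusted p = 0.12 with an estimated correlation, 17 and 1 adjusted over the list alone, 9 higher and 4 lower after quantile normalization). Of 29 measured genes of subtelomeric families, 20 rose, with a median of 1.16, 0.75 after quantile normalization and 0.71 after median centring, and *PAU3* (2.26), *PAU15* (2.1), *MPH2* (2.12) and *PAU19* (1.98), *MPH2* from a low control signal of 10.9, and *SEO1* fell (camera adjusted p = 0.0034, adjusted p = 0.12 with an estimated correlation, 22 and 2 adjusted over the list alone, 15 higher and 4 lower after quantile normalization). Proteasome subunits had a median of 0.39, -0.06 after median centring, with 18 higher and 1 lower after quantile normalization. *SMC3*, *APC1* and *GIT1* did not pass the test after quantile normalization or median centring, nor did *YAT2* after reference gene centring, nor did *MPH2* after quantile normalization.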

How the results depend on the processing

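Dividing each array by its mean was tried after the data were seen, and the other alternatives were planned. The scaling of the arrays moved the balance of rises and falls. Centring shifts all genes of an array alike, while quantile normalization moved the median of the dimmest 10% of the genes from 0.73 to -0.01 and that of the brightest from -0.37 to -0.17. Quantile normalization shifted the median gene by -0.35 and gave 1224 genes higher and 1722 lower, 522 and 477 at least 2-fold, a share of 52.3% higher. Median centring shifted it by -0.45 and gave 1092 higher and 2206 lower, 507 and 783 at least 2-fold, a share of 39.3%, which reverses the balance. Reference gene centring shifted it by 0.23 and gave 2717 higher and 622 lower, 1364 and 127 at least 2-fold, a share of 91.5%. Of 1184 genes changed at least 2-fold as deposited, 718, 732 and 1086 kept that call and direction under these scalings. Array means gave 2281 higher and 880 lower.

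The methods' t-test gave 2209 genes higher and 1227 lower unadjusted on log2 signals and 1864 and 995 after Benjamini-Hochberg adjustment, and on linear signals 2224 and 1233 unadjusted and 1846 and 1002 adjusted. Leaving out each array in turn gave 1616 to 1869 higher and 743 to 1089 lower, 879 to 973 and 221 to 239 at least 2-fold. With the dimmest probe sets left out, 5228 genes remained and 2063 were higher and 1176 lower. The correlation with RT-PCR ran from 0.699 to 0.753 over the alternatives.

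The replicate letters A to C are shared by the groups, and the correlations of deviations between arrays of a like letter were -0.0940, -0.0160 and -0.0512, against a highest of 0.0699 between other letters. With the letter as a replicate block, 1589 genes were higher and 702 lower.

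Of 329 named genes, 309 passed the test and 235 had the same call under every alternative. After median centring the log2 fold change changed sign in *ASN1* (-0.079), *ATP19* (-0.0050), *ATP4* (-0.025), *CCW14* (-0.033), *DRS1* (-0.10), *EXG2* (-0.071), *HSC82* (-0.40), *MET12* (-0.41), *ORC1* (-0.12), *PDR1* (-0.087), *PRM4* (-0.044), *RRP9* (-0.082), *SSA2* (-0.40), *TRS65* (-0.011), *UTP10* (-0.019), *UTP15* (-0.054) and *YDJ1* (-0.37), and after quantile normalization in *EXG2* (-0.023) and *ORC1* (-0.072), as these scalings lower most genes. With probe sets averaged the sign changed in *APC1* (-0.39), *FUS3* (0.16) and *NOP58* (0.23). For each of these genes the brightest probe set and another of its probe sets thus moved in opposite directions, and which reflects the transcript was not tested.

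Camera with an estimated correlation called 0 lists, with 14 at an unadjusted p under 0.05, and fry called 41, with 27 by camera at the preset correlation. With the estimated correlation, which leaves the fold changes as they are and widens the error, the lists of the paper's claims were no longer called, with medians of -1.14 for sulfate assimilation and methionine synthesis (adjusted p = 0.12), 3.41 for the Pdr1p and Pdr3p regulon (adjusted p = 0.13), 1.73 for cytosolic chaperones (adjusted p = 0.37), 0.88 for mitochondrial ribosomal proteins (adjusted p = 0.12), -0.42 for the cell wall (adjusted p = 0.33). The cell wall list also lost its call after quantile normalization, with a median of -0.40 and adjusted p from 4.2e-05 to 0.33 over the alternatives, and the cause was not tested. For sphingolipid metabolism, with a median of 0.10, camera's direction was down and fry's up, since fry does not compare a list with other genes.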

Differences from the paper's values

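The test restricted to protein-coding genes was chosen after the values were seen. The paper's count of genes up-regulated more than 10-fold is 44, and here 98 genes rose at least 10-fold, 68 to 121 under the alternatives set before the data were examined, none of which comes within 1.5 times the paper's. The fold bounds are the paper's, and the limma adjusted p under 0.05 stands in place of its t-test, which is among these alternatives. In Table 2 the paper's count from 10-fold to 50-fold is 35, and here it is 90, 63 to 112 under these alternatives, none within 1.5 times. Over protein-coding genes alone 40 genes rose more than 10-fold and 33 by 10-fold to 50-fold, both within 1.5 times the paper's, and of the 1089 genes of Additional file 2 matched here this restriction drops 5. The paper's text gives approximately 200 genes changed from 5-fold to 10-fold and its Table 2 sums to 113, the paper's values both, and here there are 129, within 1.5 times the table. Of the alternatives, reference gene centring (149) comes within 1.5 times the text, and the others, at 94 to 133, do not if the approximate count is taken as exact, the highest of them only just.

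For *RSB1* the paper's fold change is 131.8, and here it is 225. It comes within 1.5 times the paper's after quantile normalization (146), median centring (164), with ratios of mean linear signals (125), with array weights (187), without control replicate B (127) and without control replicate C (189), and not with reference gene centring (264), the pseudocount (66.3), the floor (43.3), without control replicate A (472) or without pterostilbene replicate A, B or C (235, 232 and 208). Leaving out dim probe sets, the methods' t-test on log2 signals, trend and robust moderation, the replicate block and averaged probe sets leave the value at 225. The ratios of Additional file 2 follow mean linear signals divided by array means, within 0.05 log2 units for 96.7% of 1089 genes. The 125 comes from mean linear signals without that division, which raises every ratio by 0.086 log2 units and brings 125 close to the paper's 131.8. The paper's value thus follows from its measure, while 225 comes from mean log2 signals. Nearness under the remaining settings does not explain the difference.

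The correlation of array and RT-PCR ratios in the plot of Additional file 1 is about 0.73, read by eye and the paper's, over the 10 genes that rose. With RT-PCR values read from Fig. 3 it is 0.661, 0.563 to 0.679 under the alternatives, all of which lie below the paper's. Both sides were read by eye over 10 genes, so a small gap cannot be told from reading error.

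The paper names *RTG1* and *RTG2* among transcription factors that responded, and *RTG2* had a log2 fold change of 0.13 with an adjusted p of 0.49, 0.051 to 0.84 over the alternatives. Its Discussion, RT-PCR and mutants take *RTG1* and *RTG3*, which it states rose, and here *RTG1* was at 0.99, with an adjusted p of 0.076 after quantile normalization, and *RTG3* rose, at 1.10, under every scaling. The paper states that every responsive gene of sulfur amino acid synthesis fell except *MET4* and *MET31*, which rose here as well, at 1.52 and 1.05. Of the 25 genes of Table 6, 20 fell and 5 rose. Among the others that rose, *STR2* (1.11) bears on that statement, and the paper's Table 6 itself gives it as up. *GTT2* (1.24) and *JLP1* (3.84) stand in that table among other genes of sulfur metabolism, outside the statement. Fig. 2 marks *SAM2*, which Table 6 does not list, and *SAM2* had a log2 fold change of -0.78. The paper states that several genes of sterol metabolism rose, and *UPC2* (3.1), *ARE2* (2.0) and *HES1* (1.56) did, while of 24 genes of ergosterol synthesis 1 rose and 14 fell.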

Other observations

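The comparison with the ratios of Additional file 2 and the division by array means were chosen after the values were seen, unlike the tests of chromosome ends and of other splits of the arrays. The test of chromosome ends was first read as excluding the loss of silencing, and as undecided after its value was seen. The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 3066 genes and the highest of the other splits called 0 by limma, and 1 split, the real one, gave as many.

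Loss of silencing near chromosome ends would raise genes there above other genes of like signal. Of 201 measured genes within 10 annotated genes of an end, 81 rose and 36 fell, and after quantile normalization 58 rose and 63 fell. Their median then lay at the 91.2 percentile of 10000 random lists matched on signal, and at -0.08 lay inside the 95% range of those lists, -0.27 to -0.04. It lies short of the bound set in advance, the upper end of that range, by less than the spread of the lists, and genes of subtelomeric families rose (20 of 29, camera adjusted p = 0.0034, adjusted p = 0.12 with an estimated correlation, 8.9e-04 after quantile normalization), so the loss of silencing is neither borne out nor excluded. Without genes of such families the median of the other 173 was -0.16, and that of the random lists was -0.16. Silencing factors went both ways, with 4 higher and 2 lower of 12, which turned to 2 and 4 after quantile normalization (camera adjusted p = 0.92, adjusted p = 0.95 with an estimated correlation, 6 and 3 adjusted over the list alone), with *SIR1* (1.29), *HST2* (0.94), *RAP1* (0.71) and *ORC1* (0.33) higher and *HST3* (-0.94) and *SIR2* (-0.67) lower. *SIR1* did not pass the test after quantile normalization, nor did *RAP1* after median centring, nor did *ORC1* after quantile normalization or median centring.

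Of the a-specific genes, *ASG7* (2.58), *BAR1* (1.77), *STE6* (1.38) and *MFA1* (1.11) rose, *STE2* fell, and *MFA2* (0.70) and *AGA2* (-0.26) did not pass (camera adjusted p = 0.52, adjusted p = 0.73 with an estimated correlation, 4 and 1 adjusted over the list alone), with 2 higher and 2 lower after quantile normalization. The control signal of *ASG7*, 2.9 ± 2.82 (SD, n = 3), is at the level of the probe sets for sequences that yeast lacks, so its fold has no firm value, and its log2 value ran from 0.01 to 3.4 over the alternatives. As computed the rise was 5.97-fold, 10.3-fold without control replicate A and 3.7-fold without control replicate B. Of 6 genes of the mating-type cassettes, 1 had its own probe set, *HMRA1*, whose groups overlap at the level of the probe sets for sequences that yeast lacks, with mean signals of 5.2 and 4.43, where 1 control array at 11.7 raises the control mean, so that the mean log2 signals differ the other way, by 0.22, and by -1.06 after quantile normalization (adjusted p = 0.84, 0.10 to 1.0 over the alternatives). *BAR1* did not pass the test after quantile normalization or median centring, nor did *STE2* after reference gene centring.

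Ribosome biogenesis factors were even, with 11 higher and 12 lower of 67, which turned to 6 and 21 after quantile normalization, 2 and 38 after median centring and 18 and 2 after reference gene centring (camera adjusted p = 0.055, adjusted p = 0.43 with an estimated correlation, 7 and 10 adjusted over the list alone). The median was -0.00798 and the mean 0.00903. The deepest falls were in *GAR1* (-0.78), *NOP7* (-0.61) and *HAS1* (-0.58) and *NOP58* (-0.65, but 0.23 with probe sets averaged, adjusted p = 0.0024 to 0.69 over the alternatives), and *RRN3* (1.39), *SOF1* (1.33), *UTP20* (0.66), *NOG1* (0.62), *DIP2* (0.60), *PWP2* (0.54), *UTP14* (0.47), *UTP10* (0.43), *UTP15* (0.40), *RRP9* (0.37) and *DRS1* (0.35) rose. *NOP7* and *HAS1* did not pass the test after reference gene centring, nor did *NOP58* after quantile normalization or reference gene centring, nor did *UTP20* and *NOG1* after median centring, nor did *DIP2*, *PWP2*, *UTP14*, *UTP10*, *UTP15*, *RRP9* and *DRS1* after quantile normalization or median centring.

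Of 16 glycolytic genes 10 fell, led by *PFK1* (-1.14), *HXK2* (-0.99), *PFK2* (-0.68) and *PGI1* (-0.66), and *PDC5* (2.25) rose, with 3 lower after quantile normalization and 15 after median centring (camera adjusted p = 4.9e-04, adjusted p = 0.15 with an estimated correlation, and 0.74 after quantile normalization, in a range of 2.6e-04 to 0.74 over the alternatives, 1 and 10 adjusted over the list alone). Of 4 measured histone genes of 10, *HHO1* (-1.68) and *HTB2* (-0.81) fell under each scaling (camera adjusted p = 0.060, adjusted p = 0.25 with an estimated correlation, 0 and 2 adjusted over the list alone). Amino acid permeases of the SPS sensor had 6 genes higher, *BAP2* (4.93), *BAP3* (4.1), *TAT1* (2.00) and *AGP1* (0.84) the most, with *BAP3*, from a low control signal of 9.60, at 17.7-fold, 27.1-fold without control replicate C and 8.46-fold with the pseudocount, and *MUP1* (-0.80) and *DIP5* (-0.72) lower, and were even at 4 and 4 after median centring (camera adjusted p = 0.40, adjusted p = 0.65 with an estimated correlation, 7 and 2 adjusted over the list alone). The iron regulon had 9 genes higher, *HMX1* (1.83), *FTH1* (1.61), *FRE3* (1.41) and *ISU1* (1.4) the most, and 6 lower, *FRE2* (-1.80), *FTR1* (-1.54), *ISU2* (-1.23), *ARN2* (-0.69), *FET3* (-0.60) and *FRE1* (-0.49), which turned to 7 and 10 after median centring (camera adjusted p = 0.92, adjusted p = 0.97 with an estimated correlation, 9 and 6 adjusted over the list alone), and its median was 0.22 while camera's direction was down. The zinc regulon had 5 genes lower, *ZRT1* (-1.69), *ZRT2* (-1.11), *DPP1* (-0.76) and *ADH4* (-0.47) after *ZPS1*, and *RTC4* (0.78) and *INO1* higher, and its camera adjusted p was 0.027, 0.42 with an estimated correlation and 0.010 to 0.42 over the alternatives (2 and 5 adjusted over the list alone, 1 higher and 7 lower after quantile normalization). Of 11 reference genes 4 fell, *TUB1* (-0.67), *PDA1* (-0.42) and *PGK1* (-0.41) and *SPT15* (-0.43), and *TRS65* (0.44) rose, which turned to 2 higher and 1 lower after centring on these genes (camera adjusted p = 0.021, adjusted p = 0.17 with an estimated correlation, and 0.23 after quantile normalization, in a range of 0.0026 to 0.23 over the alternatives, 1 and 6 adjusted over the list alone). *PGI1*, *FRE3* and *FET3* did not pass the test after quantile normalization, nor did *FRE1*, *ADH4* and *SPT15* after reference gene centring, nor did *RTC4* and *TRS65* after quantile normalization or median centring, nor did *PDA1* and *PGK1* after quantile normalization or reference gene centring.

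Of 2771 probe sets with no single gene name, 864 were higher and 148 lower, with a median log2 fold change of 0.54, and after quantile normalization 451 were higher and 323 lower. The ratios of Additional file 2 exceed ratios of mean linear signals by a median of 0.0854 log2 units over 1089 genes, and after division by array means they lie within 0.05 for 96.7% of them.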
